# Global genome splicing analysis reveals an increased number of alternatively spliced genes with aging

**DOI:** 10.1111/acel.12433

**Published:** 2015-12-21

**Authors:** Sofía A. Rodríguez, Diana Grochová, Tomás McKenna, Bhavesh Borate, Niraj S. Trivedi, Michael R. Erdos, Maria Eriksson

**Keywords:** aging, alternative splicing, HGPS, NF‐κB, progeria, spliceosome, transcriptome

## Abstract

Alternative splicing (AS) is a key regulatory mechanism for the development of different tissues; however, not much is known about changes to alternative splicing during aging. Splicing events may become more frequent and widespread genome‐wide as tissues age and the splicing machinery stringency decreases. Using skin, skeletal muscle, bone, thymus, and white adipose tissue from wild‐type C57BL6/J male mice (4 and 18 months old), we examined the effect of age on splicing by AS analysis of the differential exon usage of the genome. The results identified a considerable number of AS genes in skeletal muscle, thymus, bone, and white adipose tissue between the different age groups (ranging from 27 to 246 AS genes corresponding to 0.3–3.2% of the total number of genes analyzed). For skin, skeletal muscle, and bone, we included a later age group (28 months old) that showed that the number of alternatively spliced genes increased with age in all three tissues (*P *<* *0.01). Analysis of alternatively spliced genes across all tissues by gene ontology and pathway analysis identified 158 genes involved in RNA processing. Additional analysis of AS in a mouse model for the premature aging disease Hutchinson–Gilford progeria syndrome was performed. The results show that expression of the mutant protein, progerin, is associated with an impaired developmental splicing. As progerin accumulates, the number of genes with AS increases compared to in wild‐type skin. Our results indicate the existence of a mechanism for increased AS during aging in several tissues, emphasizing that AS has a more important role in the aging process than previously known.

## Introduction

Aging is a multifactorial process that affects most biological functions and is most likely caused by a mixture of molecular events. Recent advances in the study of global patterns of gene expression with the use of microarrays and bioinformatics have provided new insights into the aging mechanisms of different tissues, organs, and systems (Hsia & Cornwall, 2004; Lazuardi *et al*., 2009). Additionally, the significance of the global diversity of the transcriptome generated by alternative splicing (AS) and its contribution to different biological processes has begun to be investigated in more detail only recently. AS is thought to have several roles in complex organisms, primarily in increasing transcriptome diversity (Chen & Manley, 2009). Previously thought to be a relatively uncommon phenomenon, AS has recently been shown to be widespread throughout the genome (Modrek & Lee, 2002). Studies in rats and mice have shown that increased age is associated with changes in mRNA processing leading to aberrant splicing (Yannarell *et al*., 1977; Meshorer & Soreq, 2002). Normal aging has also been found to be associated with an aberrant increase in the production and maturation of many mRNAs in human peripheral blood leukocytes (Harries *et al*., 2011). Studies with human blood, endothelial cells, and fibroblasts also showed that splicing factor genes had a reproducible expression change with age (Holly *et al*., 2013). There are different types of AS (Black & Grabowski, 2003) that normally occur in a regulated manner, but aberrant splicing is commonly associated with disease. More than 15% of heritable human diseases are known to be associated with mutations in splice sites or splicing regulatory elements (Maniatis & Tasic, 2002).

Studies of genes and molecular processes that are associated with segmental progeroid disorders, such as Hutchinson–Gilford progeria syndrome (HGPS, progeria, OMIM#176670), could be of importance when studying the genetic mechanisms of aging (Martin, 2005; Baker *et al*., 1981). For example, most cases of HGPS are caused by a *de novo* point mutation in the *LMNA* gene (*LMNA* c.1824C>T; p.G608G). This mutation activates a cryptic splice site that results in aberrant splicing of the lamin A transcript (Eriksson *et al*., 2003). Interestingly, it has been shown that the products of this aberrant splicing, the truncated transcript and resultant protein (named progerin), increase in number with aging in HGPS (Goldman *et al*., 2004; Cao *et al*., 2007; Rodriguez *et al*., 2009). In addition, several reports have found progerin, and increasing levels of progerin, in normal cells over the course of normal aging (Scaffidi & Misteli, 2006; McClintock *et al*., 2007; Cao *et al*., 2007; Rodriguez *et al*., 2009), which suggests a similar genetic mechanism in HGPS and normal aging. Moreover, genome‐scale expression profiling in cells from HGPS patients, as well as in physiological aging, has revealed widespread transcriptional misregulation in multiple mammalian tissues (Ly *et al*., 2000; Csoka *et al*., 2004; Zahn *et al*., 2007; Scaffidi & Misteli, 2008; Cao *et al*., 2011; McCord *et al*., 2013).

In this study, we wanted to analyze whether the noted increase in progerin transcripts that occurs with cellular and tissue aging (in HGPS and physiological aging) could be the result of a more general aging effect that would be evident by a global increase in alternative exon usage with aging. In addition, we wondered whether increased alternative exon usage could be caused by a decreased stringency and/or efficiency of the RNA splicing machinery, possibly as a function of increased age. To try to study these processes, we have hybridized exon expression microarrays with single‐stranded cDNA derived from the RNA of five different tissues (skin, bone, skeletal muscle, white adipose tissue, and thymus), from 4‐ and 18‐month‐old wild‐type mice. To investigate age‐related changes, cDNA from the skin, bone, and skeletal muscle from an additional age group of 28‐month‐old wild‐type male mice was also analyzed. In addition, cDNA from keratinocytes from a mouse model with induced expression of the most common HGPS mutation was also hybridized to exon arrays. The effect of age on splicing was investigated by querying the expression level of exons and using Partek's GS alternative splicing ANOVA to determine the number of AS genes between different age groups.

## Results

### Age‐related degeneration in skeletal muscle and skin

To analyze the differences in cellular composition in tissues at different ages and to confirm an expected age‐related pathology, samples from the same animals and tissues (skeletal muscle and skin) used for exon arrays were sectioned and analyzed for histopathology. Histological examination of hematoxylin and eosin‐stained sections from the skin and skeletal muscle showed expected age‐related degeneration features in both skin (Fig. 1A–C) and skeletal muscle (Fig. 1D–F) consistent with normal physiological aging. The hypodermal fat layer showed an initial increase in the 18‐month‐old mice (Fig. 1B), followed by a virtually complete loss in the 28‐month‐old mice together with marked dermal fibrosis (Fig. 1C). Skeletal muscle showed gradual degenerative changes including variable muscle fiber diameter, muscle fiber splitting, fiber fragmentation and dissolution, satellite cell activation, endomysial fibrosis, and mild to moderate regeneration (centralization of nuclei), which was prominent in the 28‐month‐old mice (Fig. 1F). Body weights showed an initial body weight gain (from 4 to 18 months) and subsequent body weight loss in the later aging period (from 18 to 28 months) (Fig. 1G). Femur measurements showed age‐related growth that was consistent with that of previous reports (Fig. 1H) (Glatt *et al*., 2007; Sohal *et al*., 2009). Femur mid‐diaphysis thickness was consistent with increased periosteal perimeter (Fig. 1I) (Ferguson *et al*., 2003). Histopathological changes were more significant between 4‐ and 28‐month‐old animals, compared to the changes observed between 4‐ and 18‐month‐old animals, for both the skeletal muscle and skin.

**Figure 1:**
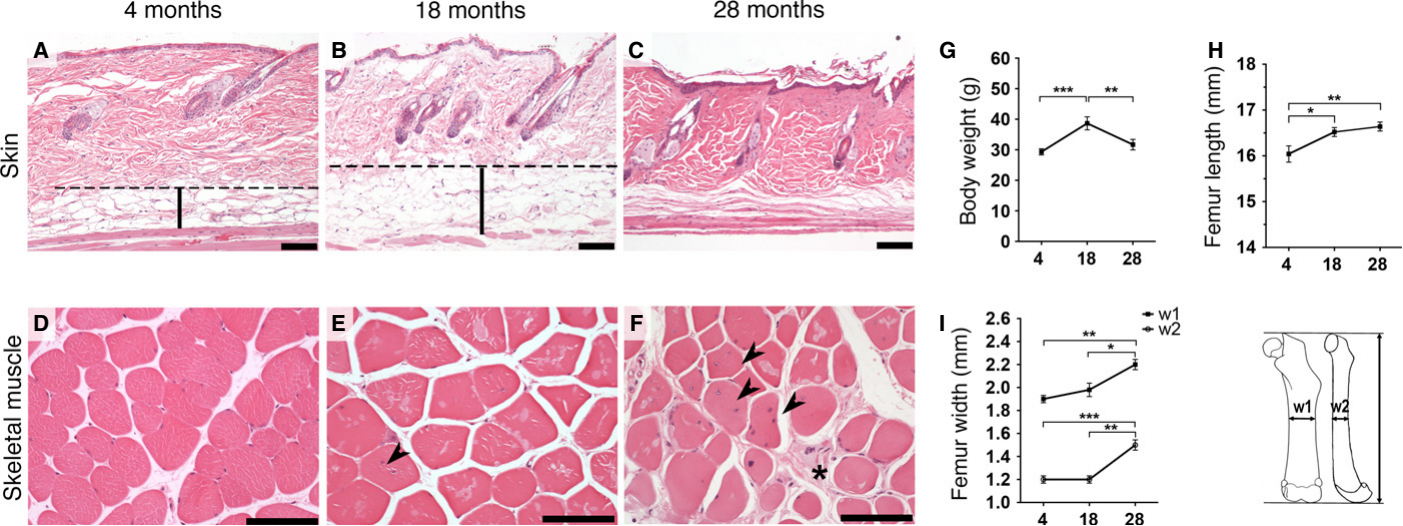
Age‐related degenerative changes in wild‐type mice. Representative hematoxylin and eosin staining of skin (A–C) and skeletal muscle (D–F). (A–B) Increased initial thickening of the hypodermal fat layer in 18‐month‐old mice (B) becomes virtually absent in 28‐month‐old mice with terminal marked dermal fibrosis (C). (D–F) Increased degenerative changes with age in muscle. (D) 4‐month‐old mice showed essentially no degenerative changes. (E) 18‐month‐old mice have mild variation in fiber size and rare centralization of the nuclei (arrowhead). (F) 28‐month‐old animals present marked variable fiber size, frequent nuclear centralization (arrowheads), and endomysial fibrosis (star). (G) A significant increase in body weight between the 4‐ and 18‐month‐old mice decreased at 28 months. (H) Femur lengths with initial increase and posterior plateau phase. (I) Femur thickness measured in the mid‐diaphysis of 2 bone dimensions (w1 and w2). Dashed line (hypodermal mean upper limit). Vertical bars (hypodermis). Scale bars 100 μm. *P <* *0.05, **P <* *0.01 and ***P <* *0.001; one‐tailed paired *t*‐test, the data are expressed as the means ± SEM.

### The number of alternatively spliced genes increases during physiological aging

We used exon expression microarrays to investigate alternative exon usage in RNA from five different tissues and two or three ages of wild‐type mice. RNA samples (*N* = 5 per age group and tissue, 65 samples in total) were labeled and hybridized to mouse exon arrays. The Partek quality check showed a homogeneous distribution of probe set expression values and signal frequencies across the 65 exon arrays (Fig. 2A,B). AS analysis and gene filtering reduced the number of genes from 16 711 well‐annotated genes to a range of 0–1886 AS genes, depending on the tissue and age groups compared (Fig. 2C and File S1). This corresponded to a range of 0–30.4% of the total amount of genes that were analyzed (File S1). Principal component analysis (PCA) for the multivariate data in the 65 arrays revealed that the majority of the differences between arrays were not grouped by age (Fig. 2D), but instead represented differences between tissues (Fig. 2E). AS analysis revealed a considerable number of AS genes in all 5 tissues and between most age groups (Fig. 2F–K). Analysis of the AS genes between the 4‐ and 18‐month‐old age groups showed that AS genes were found in most tissues; AS analysis across all 5 tissues yielded a total of 158 genes (Fig. 2F). Surprisingly, there were no AS genes found between 4‐ and 18‐month‐old skin specimens (Fig. 2F,G). In contrast, the skin tissue of 18‐ and 28‐month‐old animals showed the highest number of AS genes (1886 genes, corresponding to 30.4% of the total number of genes analyzed) (Fig. 2G and File S1). The tissue that showed the second‐lowest number, 15 genes (corresponding to 0.2% of the total number of genes analyzed), was the bone in the pairwise comparison between 18‐ and 28‐month‐old mice (Fig. 2I and File S1).

**Figure 2:**
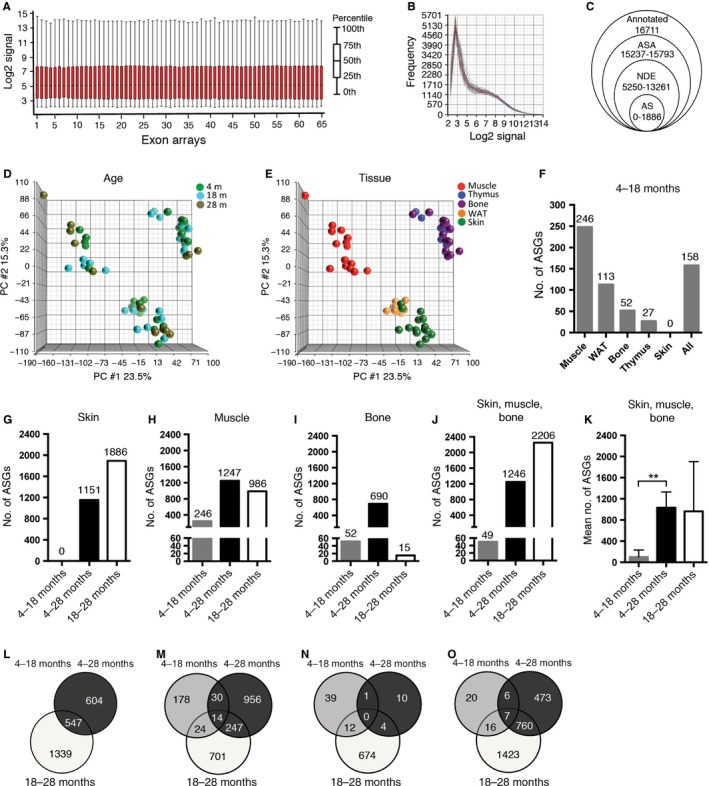
Alternative splicing analysis showed an increased number of alternatively spliced genes during aging. (A) Box‐plot overview of all probe set log2 expression values after normalization and summarization. (B) Distribution of log2 signal frequencies shows homogenous distribution across all 65 exon arrays. (C) Gene filtering for AS analysis in Partek: 194 293 probe sets were summarized in a total of 16 711 annotated genes. Fewer genes were considered by the alternative splicing analysis ANOVA, after the removal of DE genes (unadjusted age *P*‐value <0.05) and non‐DE genes (NDE). AS genes with FDR‐adjusted alt‐splice *P*‐value <0.05 were considered to be AS and were used in this study. (D–E) Principal component analysis (PCA): mapping of all 65 exon arrays grouped by age (D) and tissue (E) shows that the main variability is observed between different tissues and not according to age. (F) AS analysis between 4‐ and 18‐month‐old animals shows, with the exception of skin, a considerable number of AS genes (ASGs) in each tissue and across all tissues. (G–J) ASGs between all 3 age groups in skin (G), muscle (H), bone (I), across tissues (J) and mean number of ASGs ± SEM in the skin, muscle, and bone showed significantly more differences in ASGs between 4‐ and 28‐month‐old animals than between 4‐ and 18‐month‐old animals (K). (L–O) Venn diagrams of overlapping ASGs between different age groups in the skin (L), muscle (M), bone (N) and across skin, muscle, and bone (O) showed a considerable amount of both overlap and pairwise comparison‐specific ASGs between different age groups. WAT, white adipose tissue. **P <* *0.01: two‐tailed, unpaired *t*‐test, the data are expressed as the means ± SEM.

To determine whether increasing numbers of alternatively spliced genes correlated with increasing age, we compared the number of AS genes obtained in the 4‐ to 18‐month period to those obtained in the 4‐ to 28‐month age period. The results showed that the number of AS genes in the 4‐ to 28‐month age period (690–1247 genes, corresponding to 13.1–19.1% of the total number of the genes analyzed) was higher than in the 4‐ to 18‐month period (0–246 genes, corresponding to 0–3.2% of the total number of the genes analyzed) for the three tissues analyzed (skin, skeletal muscle, and bone) (Fig. 2G–I and File S1). Similar results were obtained when AS analysis was performed across all three tissues (Fig. 2J), indicating that the number of AS genes increased significantly with advanced age in these tissues (*P *<* *0.01, Fig. 2K). However, when comparing the number of AS genes for the period of 4–18 months with the period of 18–28 months, the number of AS genes was higher in the later aging period, 18–28 months, for the skin and muscle (Fig. 2G,H), in contrast to bone, where there were more AS genes in the earlier aging period, 4–18 months (Fig. 2I). There was a partial overlap of genes that were alternatively spliced between all different aging periods, which suggested that each aging period had both period‐specific AS, in addition to AS that occurred over several aging periods (Fig. 2L–O). The AS gene overlap was most pronounced between periods with higher numbers of AS genes, and when analyzed across all tissues, the biggest AS gene overlap was found between the later aging periods, 4–28 months compared with 18–28 months (760 genes, Fig. 2O). However, the 4‐ to 18‐month period had only 49 genes with AS, of which 32.7% or 12.2% of the genes with AS were shared with either the 18‐ to 28‐month or the 4‐ to 28‐month period, respectively (Fig. 2O).

### Gene Ontology, Pathway, and Network analysis implicate age‐related alternative splicing in post‐transcriptional RNA processing and Cancer

Biological functions and relationships of the AS genes obtained for the earlier aging period (4–18 months) were analyzed across the 5 tissues. A gene set of 158 AS genes (Fig. 2F, File S1) was analyzed with webgestalt (Zhang *et al*., 2005; Wang *et al*., 2013) and IPA (Ingenuity^®^ Systems, www.ingenuity.com). The most significant gene ontology (GO) biological processes enriched with AS genes were macromolecule metabolic processing and its subcategory RNA processing, including functions such as mRNA processing and RNA splicing (Table 1). Interestingly, within the enriched cellular components (Table S1), the most significant location was the nuclei and AS gene products were also confined within the spliceosomal complex and specifically within the catalytic step 2 of the spliceosome (Table S1). These results were further confirmed when evaluating enriched KEGG pathways, where the spliceosome was the most significantly enriched pathway (Table 1, Fig. 3A). The most significant results from the IPA enrichment analysis for the canonical pathway category corresponded to the EIF2 signaling pathway, and for the molecular and cellular functions category, the RNA post‐transcriptional modification function (Table 1, Fig. 3B, 3C). Cancer was the most significant among the diseases and disorders category with 124 AS genes corresponding to 78.5% of the 158 AS genes on the list (Table 1). In summary, RNA post‐transcriptional modifications such as RNA processing and RNA splicing were functions consistently obtained in the different enrichment and pathway analyses performed (Table 1; GO, KEGG and IPA). In addition, the RNA post‐transcriptional modification network‐associated function was included in the second‐highest‐scored IPA network (Table 1, Fig. 3B), and associated functions to the network components therein were mainly RNA processing, mRNA processing, RNA splicing, and mRNA splicing (Fig. 3C). Finally, this network revealed several gene relationships converging into a major NF‐kB complex node (Fig. 3B).

**Table 1:** Enrichment analysis of alternative spliced genes between 4‐ and 18‐month‐old animals across five tissues

Category	*P* value/score	No. of genes	% of genes on list^a^
GO biological processes^WG^	*P* value		
Macromolecule metabolic process	1.00E‐04	77	48.7
Cellular macromolecule metabolic process	1.00E‐04	72	45.6
RNA processing	1.00E‐04	17	10.8
mRNA processing	1.00E‐04	13	8.2
RNA splicing	3.00E‐04	11	7.0
KEGG pathways^WG^	*P* value		
Spliceosome	1.00E‐04	8	5.1
Cell cycle	3.96E‐02	5	3.2
mRNA surveillance pathway	3.96E‐02	4	2.5
RNA transport	4.78E‐02	5	3.2
Protein processing in ER	5.45E‐02	5	3.2
Canonical pathways^IPA^	*P* value		
EIF2 signaling	1.44E‐02	5	3.2
ATM signaling	1.51E‐02	3	1.9
GDP‐L‐fucose biosynthesis II (from L‐fucose)	1.78E‐02	1	0.6
Protein ubiquitination pathway	2.15E‐02	6	3.8
Estrogen receptor signaling	2.44E‐02	4	2.5
Molecular and cellular functions^IPA^	*P* value		
RNA post‐transcriptional modification	1.55E‐04 – 4.78E‐02	11	7.0
Cellular development	2.29E‐04 – 4.91E‐02	14	8.9
Protein synthesis	9.87E‐04 – 3.52E‐02	15	9.5
Cellular assembly and organization	1.08E‐03 – 4.38E‐02	20	12.7
Cell cycle	1.74E‐03 – 4.38E‐02	13	8.2
Diseases and disorders^IPA^	*P* value		
Cancer	1.55E‐09 – 4.78E‐02	124	78.5
Gastrointestinal disease	1.55E‐09 – 4.08E‐02	73	46.2
Organismal injury and abnormalities	1.61E‐07 – 4.38E‐02	75	47.5
Reproductive system	1.61E‐07 – 4.38E‐02	59	37.3
Infectious disease	1.74E‐03 – 4.38E‐02	13	8.2
Networks^IPA^ and network‐associated functions	Score		
Cellular assembly and organization, developmental disorder, hereditary disorder	48	24	15.2
RNA post‐transcriptional modification; hereditary disorder, ophthalmic disease	46	23	14.6
Organ morphology, reproductive system development and function, embryonic development	38	20	12.7
Cancer, gastrointestinal disease, inflammatory disease	31	18	11.4
Cell signaling, post‐translational modification, protein synthesis	28	16	10.1

a Number of genes on list = 158, ^WG^Enrichment analysis performed with WebGestalt, – Subcategory, ^IPA^Enrichment analysis performed with ingenuity pathway analysis.

**Figure 3:**
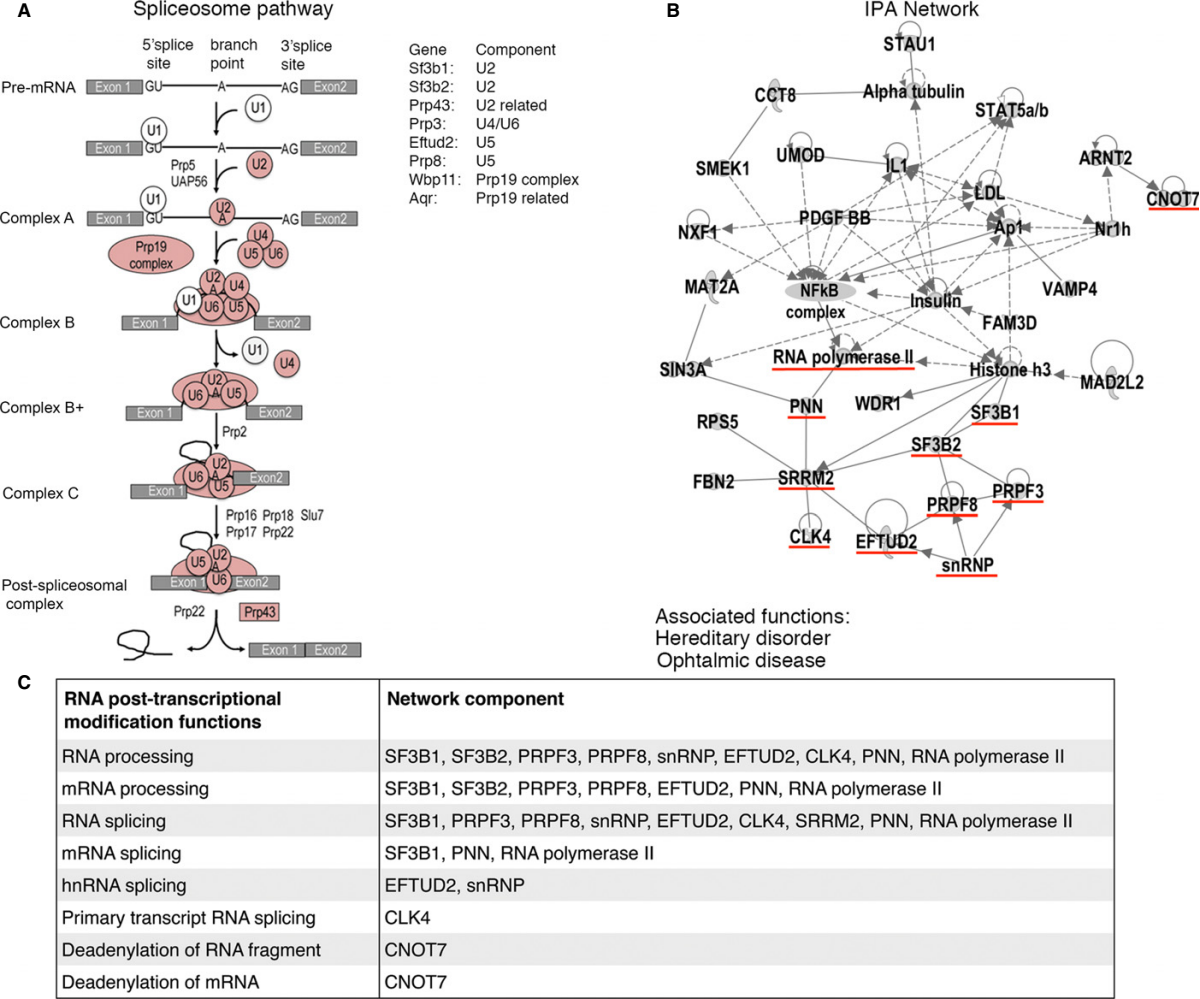
Alternatively spliced genes with age were enriched for post‐transcriptional modifications including the spliceosome pathway. (A) The mouse KEGG spliceosome pathway with affected components highlighted in pink and AS genes for each component. (B) IPA network analysis of AS genes and main associated network functions. Highlighted underlined in red are the AS genes and components involved in RNA post‐transcriptional processes such as splicing. (C) RNA post‐transcriptional modification functions and the corresponding network components and genes that were identified as being alternatively spliced in aging.

### The number of alternatively spliced genes increases with age in a HGPS mouse model

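Lamin A, encoded by Lmna, lines the inner nuclear membrane, and the HGPS mutation leads to progerin, a lamin A that stays farnesylated. Basal keratinocytes, in which the transgene is expressed in these mice, renew the epidermis. Keratinocytes of HGPS mice and their wild-type littermates were profiled at postnatal day 24 and day 35 on Affymetrix Mouse Exon 1.0 ST arrays, with 4 mice in each of 4 groups and 16 arrays in all. As a check of the labels, mean log2 expression of Lmna was 9.31 ± 0.11 (SD, n = 4) in HGPS mice and 9.09 ± 0.15 (SD, n = 4) in wild-type mice at day 24 (exact permutation test, two-sided, p = 0.057). At day 35 it was 9.76 ± 0.13 (SD, n = 4) and 9.44 ± 0.0645 (SD, n = 4), and every HGPS mouse lay above every wild-type mouse (exact permutation test, two-sided, p = 0.029, the smallest p that 4 mice against 4 allow). The difference at day 35 rests in large part on 1 of 15 probe sets, which differed by 3.05. The transgene is of human sequence, and how much of it the mouse probes detect is not given in the sources used here. The expression of Eif2s3y and Jarid1d, genes of the Y chromosome, matched the labelled sex of all 5 females and 11 males. The deposited values are log2 signals of 194293 probe sets, of which 179496 carry the symbol of 1 gene. They cover 15803 genes, 14996 of them with at least 2 probe sets, at a median of 9 probe sets per gene. For alternative splicing, the values of a gene were centred on its mean in each mouse, and an F test asked whether its probe sets changed unequally between the groups compared. For the FDR, p was adjusted over all 14996 of these genes. Genes whose mean expression differed at an unadjusted p under 0.05 in the same mice were then removed. Those left with an adjusted p under 0.05 were called AS. The FDR is therefore not set for the genes left alone. Adjustment over them gave fewer AS genes between the genotypes at day 35 and for the interaction. The thresholds are those of the paper, whose methods take only genes without differential expression into the splicing analysis. The departure of a probe set, given below on the log2 scale, is its change minus the mean change of its gene. HGPS and wild-type mice at day 35 were simulated with each probe set keeping its own variance. Of 100 genes with 1 probe set shifted by 1 log2 unit, 55 were called before the removal of genes by expression and 44 after it. Of 100 with a shift of 2 log2 units, 63 were called after it. So were 110 of 14796 genes with no change in probe set use. The FDR of 0.05 was therefore not held in that run. An AS call rests on probe sets and names no transcript. The F test treats the probe sets of a gene in a mouse as independent of one another. Where they deviate together, the p of an AS gene is too small. The very small p given below for genes with many probe sets therefore do not measure certainty over mice.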

To investigate whether an increased number of AS genes were also observed in HGPS, a disorder characterized by pathological premature aging, we analyzed keratinocytes from a previously generated HGPS mouse model (Sagelius *et al*., 2008a). This model has inducible expression of the most common HGPS mutation, *LMNA* c.1824C>T; p.G608G, under the regulation of the keratin 5 promotor with expression in basal keratinocytes of the interfollicular epidermis (Sagelius *et al*., 2008a). Two age periods (postnatal days 24 and 35) were chosen because at postnatal day 24 the skin phenotype is not apparent in contrast to postnatal day 35, which shows a quite severe skin disease (Sagelius *et al*., 2008b). These time points were also chosen because they represent different stages of the hair cycle (Hanif *et al*., 2009). 

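The hair cycle moves on between these ages, and keratinocytes of the follicle change their programme with it. Over all probe sets, the first principal component held 40.2% of the variance and the second 18.2%. On the first component, wild-type mice moved from -122.6 ± 11.0 (SD, n = 4) at day 24 to 36.6 ± 12.1 (SD, n = 4) at day 35, and HGPS mice from -104.3 ± 31.4 (SD, n = 4) to 190.3 ± 36.9 (SD, n = 4). The ages did not overlap in either genotype (exact permutation test, two-sided, adjusted p = 0.0457 over 8 tests for both). On the second component, wild-type mice moved from -49.96 ± 18.6 (SD, n = 4) to 143.3 ± 15.06 (SD, n = 4), again without overlap. The shift of HGPS mice on this component went the other way, by -45.8, with overlapping ages (exact permutation test, two-sided, adjusted p = 0.0653). This direction depended on the summary. In components of gene means, both genotypes moved the same way on the second, HGPS mice by 6.05 and wild-type mice by 43.7, without overlap of the ages.

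**Figure D1:**
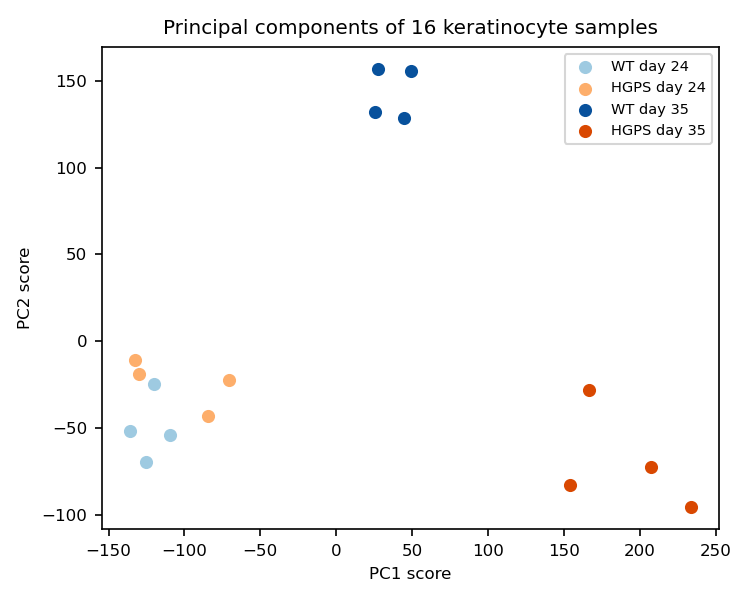
Scores of the 16 samples on the first and second principal component of all probe sets, 1 point per mouse, coloured by genotype and age. Wild-type mice at day 35 lie alone at the top, and HGPS mice at day 35 lie alone at the right.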

PCA mapping of hybridization data analyzed for AS using the partek software revealed that the main difference in the keratinocyte data sets was observed between the 24‐ and 35‐day‐old wild‐type mice (Fig. 4A) and secondarily between the 35‐day‐old HGPS mice and their wild‐type littermates (Fig. 4B). 

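Among the components tested, none parted HGPS mice from their littermates at day 24. The difference on the first component was 18.4, less than the spread among the HGPS mice (exact permutation test, two-sided, adjusted p = 0.371). On the second it was 26.2, with overlapping groups. Krt5, whose promoter drives the transgene, was at a log2 difference of 0.10 (standard error 0.10, adjusted p = 0.885 from limma) at this age, and Krt14, the partner keratin of the basal layer, was at 0.23 (standard error 0.0875, adjusted p = 0.531).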

The PCA plot revealed that at postnatal day 24, there was no clear separation between the HGPS and wild‐type littermates (Fig. 4A,B). However, at postnatal day 35, the data sets from HGPS and wild‐type littermates had separated in different populations (Fig. 4A,B). 

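At day 35 HGPS and wild-type mice did not overlap on either component (exact permutation test, two-sided, adjusted p = 0.0457 for both). HGPS mice lay 153.7 higher on the first and at a difference of -212.9 on the second, a difference several times the SD within the groups.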

The number of AS genes in the wild‐type between postnatal days 24 and 35 was 4796 genes (corresponding to 64.6% of the total number of genes analyzed) (Fig. 4C and File S2). Similarly, analysis of AS genes in HGPS showed that 3944 genes were AS between postnatal days 24 and 35 (corresponding to 39.4% of the total number of genes analyzed) (Fig. 4C and File S2). This lower number of alternatively spliced genes, in HGPS relative to wild‐type with increased age, suggested that expression of the HGPS mutation reduced developmentally regulated splicing. 

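Among the AS genes of wild-type keratinocytes with small p were Myh9, the heavy chain of non-muscle myosin, Plec1, which encodes the linker plectin of hemidesmosomes, and Iqgap1, a scaffold at cell contacts. Of 7005 genes whose mean expression did not differ between the ages, 4482 were AS, which is 64.0%. The smallest p was that of Huwe1, a ubiquitin ligase on chromosome X, in which a probe set departed from its gene by 1.65 (adjusted p = 7.3e-97 over 95 probe sets). In Iqgap1 a probe set fell relative to its gene by a departure of -1.83 (adjusted p = 1.4e-69), in Myh9 one rose by 1.47 (adjusted p = 5.3e-67) and in Plec1 one departed by -2.66 (adjusted p = 3.2e-62). The largest departure was in Tcfeb, which encodes a transcription factor of lysosomal genes, at -5.06 (adjusted p = 1.3e-15). Acads, an enzyme of fatty acid oxidation, had a departure of 3.25 (adjusted p = 1.2e-20). Among the genes of the spliceosome and its splicing factors, 45 of 49 that could be tested were AS (91.8%, adjusted p = 2.1e-04 from Fisher's exact test, one-sided), a call that is lost without dim probe sets (adjusted p = 0.0801). They include Prpf8, a core protein of the U5 particle, with a departure of -1.85, Sf3b1, which binds the branch point, with -0.96, and the SR proteins Sfrs1 with 1.33 and Sfrs4 with -1.10. All 11 testable genes of the hair follicle stem cell, Lgr5 and Runx1 among them, were AS, at an adjusted p of 0.0708 over the lists. AS genes had a median of 12 probe sets and testable genes that were not AS a median of 5, so a gene with more probe sets was called more often. Of the AS genes, 1584 had a probe set departing by at least 1.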

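In HGPS mice, Huwe1 again had the smallest p, with a departure of 1.61 (adjusted p = 1.5e-67), and was followed by Fbn2, which encodes a fibrillin of the extracellular matrix, with -2.25 (adjusted p = 2.9e-49), and Notch2, a receptor of epidermal differentiation, with 1.17 (adjusted p = 1.9e-35). Of 8656 testable genes, 3932 were AS, or 45.4%. Per1, a gene of the circadian clock, departed by -2.40 (adjusted p = 4.0e-29) and the tight junction gene Tjp1 by -1.31 (adjusted p = 7.1e-25). Tcfeb showed the largest departure here as well, at -3.56 (adjusted p = 1.8e-07). Wdr62, a gene of spindle poles, had one of -3.33 (adjusted p = 2.3e-19) and Pnck, a kinase on chromosome X, one of 2.91 (adjusted p = 8.9e-16). Spliceosome genes were AS in 27 of 44 cases (61.4%, adjusted p = 0.181 from Fisher's exact test, one-sided). Females were present among HGPS mice at day 24 only, and with sex as a covariate the count was 2394. Drawn down to at most 5 probe sets per gene, it was 2089.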

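The genes testable in each genotype were not the same, since expression changes removed different genes. In the 4291 genes testable in both, 2395 (55.8%) were AS in wild-type mice and 1668 (38.9%) in HGPS mice. Of these, 1010 were AS in wild-type mice alone and 283 in HGPS mice alone. With each mouse left out in turn, the share of testable genes ranged from 59.0% to 62.7% in wild-type mice and from 34.6% to 47.1% in HGPS mice. Over 21402 probe sets of the genes AS in both genotypes, departures had an SD of 0.42 in HGPS mice and 0.45 in wild-type mice (log2 scale). These genes had to pass in both, so the SDs do not compare the genes AS in 1 genotype alone. Over the 4291 genes testable in both, the median SD between mice of a probe set relative to its gene was 0.23 in the HGPS comparison. In the wild-type comparison it was 0.18, and it was larger in HGPS mice for 83.0% of these genes. A wider spread between mice lowers the number of genes that pass, and the share of the difference that it accounts for was not tested. Whether the change with age itself differed between the genotypes was asked of all 16 mice: 661 of 9008 testable genes (7.34%) had an interaction of genotype, age and probe set. The smallest p among them was that of Dmd, the dystrophin gene, with a departure of -2.35 (adjusted p = 1.4e-36), and Lmna was among the AS genes (adjusted p = 4.6e-16), with its largest departure, 2.18, in 1 of 15 probe sets. Whether this Lmna probe set detects RNA of the human transgene is not given in the sources used here. The Lmna call need therefore not reflect splicing. Without HGPS replicate 1 of day 24 the interaction count was 437.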

The number of alternatively spliced genes shared between the wild‐type and HGPS was 1430, which corresponded to 19.6% of the total number of alternatively spliced genes (Fig. 4C). 

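Cltc, which encodes the clathrin heavy chain, was AS in both genotypes, with a departure of -1.11 in wild-type and -0.98 in HGPS mice, and so was Gorasp1, a Golgi stacking gene, with -3.27 and -2.89. In total 1385 genes were AS in both, 19.7% of the 7029 AS in either. In the genes testable in both, independence would give 931 genes (odds ratio 7.81, Fisher's exact test, two-sided, p = 6.9e-192 across genes, which are not independent replicates). Their probe sets departed alike: over 21402 probe sets the correlation across probe sets was 0.712, and 73.7% departed in the same direction. By the labels the ages share no mouse ID prefix. A difference between these sets of mice, such as in preparation, would recur in both genotypes and cannot be told apart from age. The same limit holds for the AS counts of either genotype.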

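Erbb2, the receptor tyrosine kinase of epidermal growth signalling, had the smallest p of the AS genes between HGPS mice and their wild-type littermates at postnatal day 24, with a departure of -1.27 (adjusted p = 3.6e-13). Ecm2, a matrix protein gene, followed with -1.46 (adjusted p = 1.6e-11) and Cep250, a gene of the centrosome, with -1.74 (adjusted p = 8.1e-09). The largest departure was 2.18 in Ankrd27, a gene of endosomal traffic (adjusted p = 0.0057). At this age 327 of 13678 testable genes (2.39%) were AS. At day 35 the smallest p was in Aox1, an aldehyde oxidase, with a departure of 2.94 (adjusted p = 1.4e-34). In this probe set HGPS mice stood at 6.44 and wild-type mice at 3.42, but the mean of the gene was 3.15 and 3.07, near the background, and the call was lost without dim probe sets, with the test of the methods and with at most 5 probe sets per gene. Atp13a2, a lysosomal ATPase, had 3.50 (adjusted p = 6.7e-17), Mtus1, a gene of microtubules, -1.94 (adjusted p = 1.6e-30), and Icmt 2.54 (adjusted p = 1.2e-11). Icmt methylates farnesylated proteins such as progerin. AS genes numbered 687 of 8824 testable genes (7.79%) at day 35. The count at day 24 depended on single mice: it ranged from 127 without wild-type replicate 3 to 893 without HGPS replicate 4, and 7 of the 8 mice moved it by more than 1.5 times. At day 35 it ranged from 424 without wild-type replicate 2 to 950 without HGPS replicate 3.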

The number of AS genes shared between wild‐type and HGPS was higher at 35 days (377 genes, corresponding to 4.1% of the total number of genes analyzed) compared to 24 days (202 genes, corresponding to 1.5% of the total number of genes analyzed) (Fig. 4D, File S2). Seven AS genes were shared between the 24‐ and 35‐day time points, which corresponded to 1.2% of the total number of alternatively spliced genes (Fig. 4D). 

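The genes AS between genotypes at both ages numbered 14, which is 1.4% of the 1000 AS at either. They are 6330416G13Rik, Abcd4, AU018091, Ccnl2, Dnahc5, Gfi1b, Gpr98, Lmo2, Plxna4, Poldip3, Rbms1, Reps2, Scn8a and Slc13a4. Independence would give 13.2 (odds ratio 1.07, Fisher's exact test, two-sided, p = 0.772 across genes). Over their 422 probe sets the departures at the 2 ages had a correlation across probe sets of 0.0657, and 52.4% had the same direction. Ccnl2, a cyclin that acts in splicing, had a largest departure of -0.72 at day 24 and 1.36 at day 35, and Lmo2, a transcription cofactor, had 1.43 and -1.38. Gpr98, an adhesion receptor, had -0.81 and -1.86 (adjusted p = 0.0069 and 6.3e-31), with a gene mean near the background (3.15 in HGPS and 3.12 in wild-type mice at day 35) and the departing probe set at 2.97 in HGPS mice of day 35, so that the size of its departures is uncertain. Leaving out 1 mouse gave between 5 shared genes (without HGPS replicate 1 of day 24) and 47 (without HGPS replicate 4 of day 24), and with replicate number as a block within each age there were 26.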

Taken together, the results showed that initial expression of the HGPS mutation was associated with a reduced degree of developmental‐regulated splicing, but that the accumulation of progerin and progression of the disease showed an association with increased number of AS genes between HGPS and wild‐type.

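From the fewer AS genes between the ages in HGPS mice and the more numerous AS genes between the genotypes at day 35, the paper concludes that early expression of the mutation goes with less developmental splicing and that the progress of the disease goes with more AS genes.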

**Figure 4:**
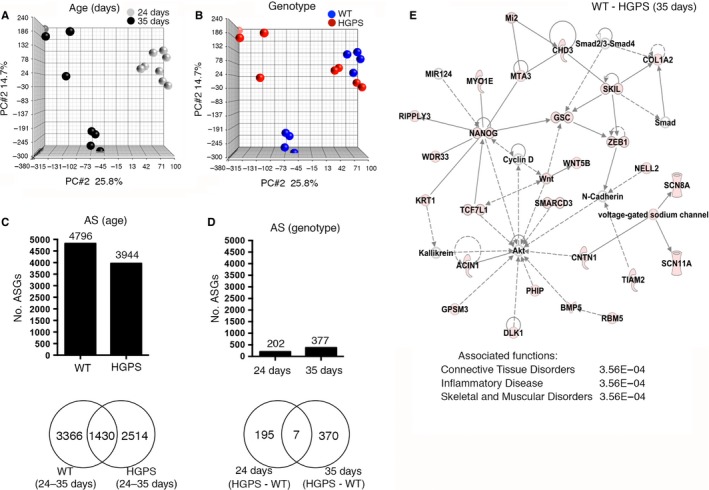
Expression of the HGPS mutation impairs development‐specific alternative splicing. (A–B) PCA mapping of keratinocyte exon arrays from HGPS mice and their wild‐type littermate controls shows that no major differences are observed after the expression of progerin for 24 days. The main difference is observed between 24‐ and 35‐day‐old animals (A) and secondarily between wild‐type and HGPS mice at 35 days of age (B). (C) The number of AS genes with an FDR‐adjusted alt‐splice *P*‐value <0.05 in wild‐type and HGPS mice during the 24‐ to 35‐day developmental period (age) is reduced upon expression of the HGPS mutation. (D) The number of AS genes between wild‐type and HGPS is higher at postnatal day 35 compared to postnatal day 24. (E) IPA network and main associated network functions of 377 AS genes between 35‐day‐old HGPS mice and their wild‐type littermates.

### GO, Pathway, and Network analysis of age‐related alternatively spliced genes in HGPS

The 24‐day‐old HGPS and wild‐type mice did not map as separate groups in the PCA (Fig. 4A,B). The external skin phenotype in the HGPS mouse was only starting to become visible at postnatal week 4, and the development of the disease phenotype was more pronounced at 35 days of postnatal transgenic expression (Sagelius *et al*., 2008a,b). We chose to perform gene enrichment analysis on the set of 377 AS genes obtained between the 35‐day‐old HGPS mice and their wild‐type littermates (Fig. 4D, File S2). 

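Keratins and desmosomal proteins build the epidermis and the hair, and their genes were examined among those AS between HGPS and wild-type mice at day 35. Of 40 genes of the anagen hair shaft and root sheath, 26 could be tested and 4 were AS (15.4%, adjusted p = 0.488 from Fisher's exact test, one-sided). These were the root sheath keratins Krt71, with a departure of -1.25 (adjusted p = 8.4e-04), and Krt27, with -1.31 (adjusted p = 0.0093), the hair keratin Krt35, with 0.87 (adjusted p = 0.029), and the desmocollin Dsc2, with 0.97 (adjusted p = 0.011). Krt14 was AS, with a departure of -0.76 (adjusted p = 0.0029), and was the only basal keratinocyte gene that could be tested, since the expression of the others differed between the genotypes. None of 8 testable genes of the cornified envelope was AS by this test, although the expression of many differed.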

The most significant GO biological processes enriched with AS genes were response to amino acid stimulus and skin development (Table 2). 

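Fibrillar collagens give the dermis its tensile strength, and the α chains of types I, III and V are spliced from many short exons. Of 17 testable genes of collagens and fibrillar matrix, 6 were AS between HGPS and wild-type mice at day 35 (35.3%, against 7.79% of all testable genes, adjusted p = 0.0185 from Fisher's exact test, one-sided). All 6 encode chains of fibrillar collagens. Col5a2 on chromosome 1 had a departure of -1.82 (adjusted p = 1.5e-13) and Col5a3 on chromosome 9 one of 2.74 (adjusted p = 7.8e-05). Col1a1 had 1.72 (adjusted p = 5.7e-07), Col1a2 1.36 (adjusted p = 8.3e-08), Col3a1 -1.50 (adjusted p = 3.8e-05) and Col5a1 -1.12 (adjusted p = 0.0015). Several were near the limit of the removal by expression, with unadjusted p of mean expression from limma of 0.0714 in Col5a3, 0.0764 in Col1a2, 0.0778 in Col3a1 and 0.0921 in Col1a1, and the call of Col5a3 was lost without dim probe sets. Mean expression differed by -1.21 in Col1a1 and -1.29 in Col1a2. A fall that is unequal over bright and dim probe sets of such genes would count as a departure. Col1a1, Col1a2 and Col3a1 are also fibroblast markers, so that a smaller share of fibroblasts stays open. As a list these markers were called lower in HGPS mice at this age, but most did not pass. That call was lost once the correlation between genes was estimated. The number of probe sets was not matched in this test. The paper names fibrillar collagen from these same arrays, so that the list is not independent evidence.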

AS genes were confined to intracellular locations and the fibrillar collagen of the ECM (Table S2).

**Table 2:** Enrichment analysis of alternative spliced genes between keratinocytes from 35‐day‐old HGPS mice and their wild‐type littermates

Category	*P* value/score	No. of genes	% of genes on list^a^
GO biological processes^WG^	Adj. *P* value		
Response to amino acid stimulus	6.00E‐04	8	2.1
Skin development	6.00E‐04	9	2.4
Primary metabolic process	1.40E‐03	181	48.0
Organic substance metabolic process	1.60E‐03	186	49.3
Negative regulation of cell adhesion	1.60E‐03	10	2.7
KEGG pathways^WG^	Adj. *P* value		
Protein digestion and absorption	1.70E‐03	9	2.4
Amebiasis	3.40E‐03	10	2.7
ECM–receptor interaction	6.30E‐03	8	2.1
Focal adhesion	1.19E‐02	12	3.2
Melanogenesis	3.96E‐02	7	1.9
Canonical pathways^IPA^	*P* value		
Intrinsic prothrombin activation pathway	1.51E‐05	6	1.6
Cardiomyocyte differentiation via BMP receptors	6.31E‐03	3	0.8
DNA methylation and transcriptional repression signaling	8.54E‐03	3	0.8
Role of NANOG in mammalian embryonic stem cell pluripotency	9.14E‐03	7	1.9
Histidine degradation II	1.18E‐02	2	0.5
Molecular and cellular functions^IPA^	*P* value		
Cell‐to‐cell signaling and interaction	2.02E‐04 – 2.15E‐02	37	9.8
Cellular assembly and organization	3.23E‐04 – 2.14E‐02	49	13.0
Cell cycle	4.28E‐04 – 2.15E‐02	43	11.4
Cell death and survival	4.60E‐04 – 2.15E‐02	49	13.0
Cellular development	4.60E‐04 – 2.15E‐02	68	18.0
Diseases and disorders^IPA^	*P* value		
Connective tissue disorders	4.47E‐09 – 2.15E‐02	35	9.3
Organismal injury and abnormalities	1.97E‐07 – 2.15E‐02	126	33.4
Dermatological diseases and conditions	2.72E‐07 – 2.15E‐02	40	10.6
Developmental disorder	9.83E‐06 – 2.15E‐02	69	18.3
Hereditary disorder	9.83E‐06 – 2.15E‐02	64	17.0
Networks^IPA^ and associated network functions	Score		
Connective tissue disorders, inflammatory disease, skeletal and muscular disorders	40	25	6.6
Organismal injury and abnormalities, reproductive system disease, nervous system development and function	38	24	6.4
Cell‐mediated immune response, cellular development, cellular function and maintenance	34	22	5.8
Gene expression, RNA post‐transcriptional modification, cancer	32	22	5.8
Protein synthesis, cellular movement, hereditary disorder	26	18	4.8

a Number of genes on list = 377, ^WG^Enrichment analysis performed with WebGestalt, – Subcategory, ^IPA^Enrichment analysis performed with ingenuity pathway analysis.

The results from the IPA enrichment analysis of AS genes between 35‐day‐old HGPS and wild‐type mice showed several overlaps with the results obtained for the most differently aged data set to identify AS in the physiological aging of skin, that is, the AS genes in the 4‐ to 28‐month age period of the skin (compare Table 2 and Table S3). Shared top‐5 functions within the IPA molecular and cellular functions category were cell‐to‐cell signaling and interaction, cellular assembly and organization, and cell death and survival. In addition, within the IPA diseases and disorders category, developmental disorder and hereditary disorder were shared between the AS genes obtained between 4‐ and 28‐month‐old wild‐type skin and between the 35‐day‐old HGPS mice and their wild‐type littermates (compare Table S3 and Table 2). 

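The genes drawn in the network of Fig. 4E include Col1a2 and transcriptional regulators of mesenchymal cells such as Zeb1, Skil and Gsc. Of 23 of them that were measured, 18 were AS between HGPS and wild-type mice at day 35, and the other 5 (Chd3, Mta3, Ripply3, Krt1 and Cntn1) passed the splicing test and left by their expression p. Smarcd3, a subunit of a chromatin remodelling complex, had a departure of 1.31 (adjusted p = 3.3e-10). Scn8a, a sodium channel gene, had 1.69 (adjusted p = 8.9e-10) and Wdr33, which acts in polyadenylation, -0.90 (adjusted p = 8.1e-07). In Skil, a repressor of TGF-β signalling, a probe set departed by -1.18 (adjusted p = 1.2e-04), and in Zeb1 by -0.52 (adjusted p = 0.0054). Dlk1, an imprinted gene of progenitor cells, had -1.53 (adjusted p = 1.1e-04). The network was drawn from these same arrays, so that these genes are not independent evidence.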

The network analysis of AS genes in 35‐day‐old HGPS and wild‐type mice showed that connective tissue disorder, inflammatory disease, and skeletal and muscular disorders as main associated functions had the highest score (Fig. 4E, Table 2). Interestingly, the network with the fourth‐highest score related RNA post‐transcriptional modification functions to genes involved in cancer, two significant functions obtained for the AS genes between 4‐month‐old and 18‐month‐old wild‐type animals across five tissues (compare Table 2 and Table 1). However, these functions were not present for the AS genes between 4‐month‐old and 28‐month‐old skin (Table S3).

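Genes of the spliceosome and splicing factors were more often AS than others between HGPS and wild-type mice at day 35: 13 of 59 testable ones (22.0%, adjusted p = 0.0141 from Fisher's exact test, one-sided). The call is lost when genes are not removed by expression (adjusted p = 0.234). Acin1, a component of the exon junction complex, had a departure of 1.21 (adjusted p = 3.0e-08). Clk3, a kinase of SR proteins, had -0.88 (adjusted p = 1.2e-05), and the SR protein gene Sfrs4 -0.88 (adjusted p = 2.0e-05). Snrnp200, a helicase of the U5 particle, departed by 1.14 (adjusted p = 3.0e-04) and Rbm5, an RNA-binding protein gene, by 0.92 (adjusted p = 0.0041). The share is of genes with many probe sets, whose number was not matched.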

### Differential gene expression increases during physiological aging in skin, muscle, and bone

To evaluate whether the same pattern of increased number of AS genes associated with age also occurred with the numbers of differentially expressed (DE) genes associated with age, we analyzed the number of DE genes by tissue between the different aging periods (File S3). In the earlier 4‐ to 18‐month aging period of wild‐type mice, we identified 248 genes that were DE in muscle, 79 in bone, 34 in thymus, 8 in skin, and none in white adipose tissue (Fig. 5A). Similar to the increase in the number of AS genes, the number of DE genes increased with advanced age. There were more genes that were DE in the 4‐ to 28‐month aging period than between the 4‐ to 18‐month aging period in muscle, bone, and skin (Fig. 5B–D). The increase in the number of DE genes was significant when considering the three tissues (Fig. 5E). Similar to the levels of AS genes in the skin (in which no genes were found to be alternatively spliced in the 4‐ to 18‐month age period), there were only 8 genes that were found to be DE at the same age period. This was in contrast with the greater number of DE genes detected in the 18‐ to 28‐month aging period in the skin (662 genes) (Fig. 5D). The number of DE genes between 4‐month‐old and 18‐month‐old animals across the five tissues revealed that only five genes were differentially expressed (Fig. 5A, File S3). Given the low number of genes obtained, we chose not to perform enrichment analysis on this data set.

**Figure 5:**
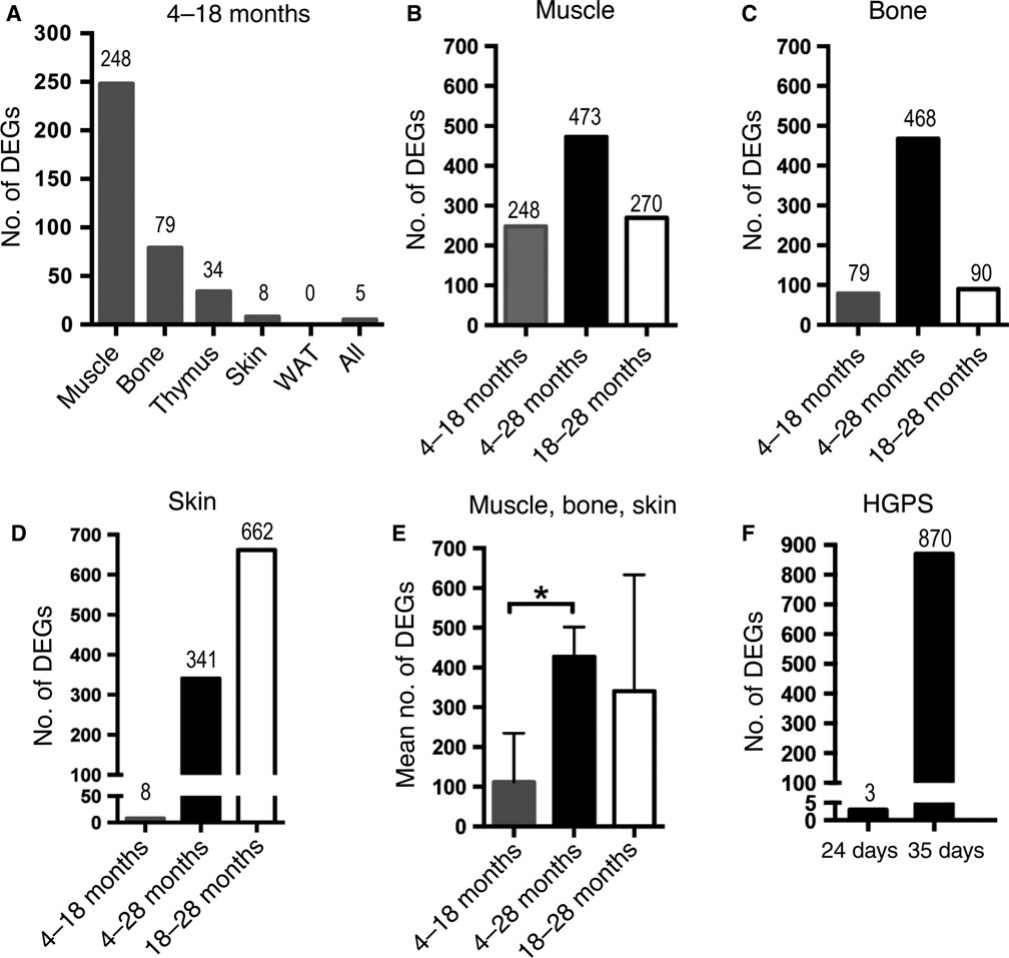
Increased numbers of differentially expressed genes in aging wild‐type and HGPS mice. Number of DE genes (DEGs) with FDR‐adjusted *P*‐value <0.05 and 2‐fold change in gene expression. (A) Distribution of DEGs in the early aging period (4–18 months) by tissue type and across 5 tissues shows a tissue‐specific expression pattern with muscle presenting the highest number of DEGs, but no DEGs in white adipose tissue (WAT). (B) Comparison of DEGs in the muscle between all age groups. (C) Comparison of DEGs in the bone between all age groups. (D) Comparison of DEGs in the skin between all age groups. (E) Mean numbers of DEGs in muscle, bone, and skin show a significant increase in the number of DEGs in the longest aging period (4–28 months) compared to the earlier aging period (4–18 months). (F) Comparison of DEGs between HGPS and wild‐type littermates shows almost no DEGs at postnatal day 24 compared to postnatal day 35. *P <* *0.05: two‐tailed, unpaired t‐test, the data are expressed as the means ± SEM.

### Differential gene expression increases with age in HGPS

Differential gene expression analysis was also performed in the data set from HGPS and wild‐type littermate controls to investigate whether an increased number of DE genes were observed with increased age in HGPS (File S4). 

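Mean expression asks a separate question from splicing, namely how much of a gene is made in keratinocytes of HGPS mice and of their wild-type littermates. For each of 15803 genes the log2 values of its probe sets were averaged in each of the 16 mice. Group means were compared with limma, which pools the spread of all groups and moderates it across genes. The contrasts were HGPS minus wild-type at each age, day 35 minus day 24 in each genotype, and the difference between the genotype effects at the 2 ages. DE genes had an FDR-adjusted p under 0.05 and at least a 2-fold difference, the thresholds of the paper. With genes shifted by 1 log2 unit in simulated HGPS and wild-type mice at day 35, 97 of 100 passed the adjusted p where each probe set kept its own variance and 96 where those of a gene shared 1. Lists of genes of skin cell types and pathways were compared with all other genes by camera. The lists were set before the deposited values were examined, but some follow pathways that the paper names from these same arrays. Tests of these, such as collagens, ECM-receptor interaction and cytokines, are not independent evidence. Of 13 lists called at day 35, 4 remained with an estimated correlation between genes in place of the preset one, and of 12 called for the interaction of genotype and age, 6 did.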

At 24 days of transgenic expression of the HGPS mutation, there were only three genes that were DE between HGPS and wild‐type littermate controls (Fig. 5F). However, after 35 days of expression of the HGPS mutation, the number of genes being differentially expressed had increased to 870 (Fig. 5F, File S4). 

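Armc1, which encodes a mitochondrial protein, stood out at postnatal day 24. Its mean log2 expression was 10.31 ± 0.31 (SD, n = 4) in HGPS mice and 7.57 ± 0.36 (SD, n = 4) in wild-type mice, a log2 difference of 2.74 (standard error 0.19, adjusted p = 6.6e-06). Lower in HGPS mice were H19, an imprinted non-coding RNA (-3.01, standard error 0.44, adjusted p = 0.012), Mtfr1, a regulator of mitochondrial fission (-1.50, standard error 0.15, adjusted p = 2.2e-04), Gpc3, a glypican on chromosome X (-1.28, standard error 0.12, adjusted p = 1.6e-04), and Ect2, an exchange factor of cytokinesis (-1.14, standard error 0.15, adjusted p = 0.0056). These 5 genes were DE, and Ect2 lost the call with the median of probe sets. H19 lost it there, with the test of the methods, with a block by mouse ID prefix, with only these 2 groups fitted, and without HGPS replicate 1, 3 or 4 or wild-type replicate 1, 2 or 4, so that its call is weak. DE genes numbered 9 with replicate number as a block, 7 with that block within each age, 7 with sex as a covariate and 9 without dim probe sets. Another 3 genes passed the adjusted p with less than a 2-fold difference: Tbl1xr1 (-0.93, adjusted p = 0.0011), Hps3 (-0.89, adjusted p = 2.4e-04) and Pde7a (-0.84, adjusted p = 0.0035). In all 8 genes every mouse of one genotype lay above every mouse of the other. At an unadjusted p under 0.05 there were 1140 genes. All but H19 and Gpc3 lie on chromosome 3, where 0.382 of 8 would fall by chance (Fisher's exact test, two-sided, adjusted p = 6.3e-06 over chromosomes). This share is of these 8 genes. The test was planned after the paper's list from these same arrays had been seen, with most of its day 24 genes on chromosome 3. Its p is therefore not independent evidence. Genes gained with a block, with sex as a covariate or without dim probe sets were not tested by chromosome. The same 8 genes differed in the same direction at day 35, with Armc1 at 3.93 (adjusted p = 1.4e-09) and H19 at -3.09 (adjusted p = 6.8e-05).

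**Figure D2:**
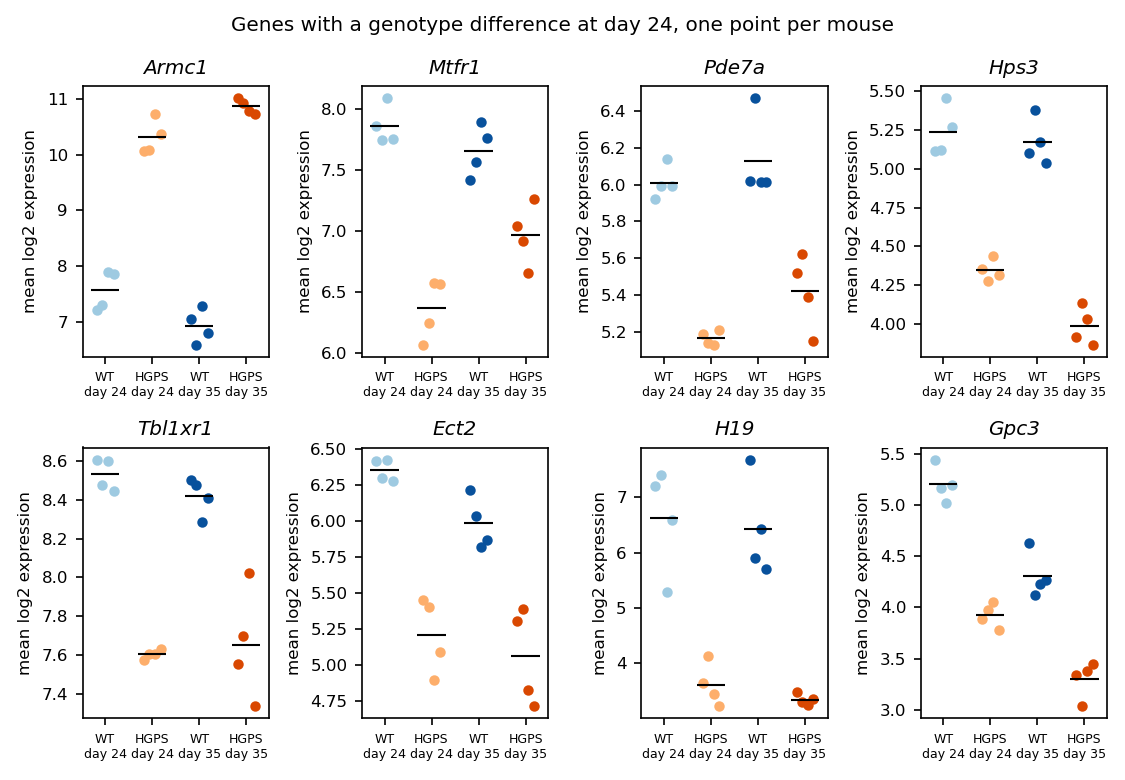
Mean log2 expression of the 8 genes with a genotype difference at an adjusted p under 0.05 at day 24, 1 point per mouse and a line at each group mean (n = 4 mice per group). In every panel the HGPS and wild-type mice of one age do not overlap.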

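Among the genes that rose in HGPS keratinocytes at day 35 were some of the cornified envelope and of antimicrobial defence. S100a8, which encodes a calcium-binding protein of inflamed skin, was at 10.64 ± 0.68 (SD, n = 4) in HGPS mice and 4.16 ± 0.18 (SD, n = 4) in wild-type mice, a log2 difference of 6.48 (standard error 0.24, adjusted p = 1.2e-10). Its partner S100a9 rose by 6.40 (standard error 0.41, adjusted p = 2.4e-08), and the β-defensin gene Defb3 by 6.12 (standard error 0.19, adjusted p = 2.0e-11). Sprr2d, a proline-rich protein of the cornified envelope measured by 1 probe set, rose by 8.15 (standard error 0.43, adjusted p = 3.8e-09). Its close paralogs Sprr2e and Sprr2b rose by 7.17 and 4.09, the latter by 7.99 without dim probe sets. Krt6b, a keratin of wounded epidermis, rose by 6.23 (standard error 1.14, adjusted p = 6.3e-04), although wild-type replicate 1, the only female at this age, stood at 11.70 and the others between 4.27 and 5.74. Without this mouse the rise was 7.90. The caspase gene Casp1 rose by 2.84 (adjusted p = 1.2e-10) and the cystine transporter gene Slc7a11 by 4.13 (adjusted p = 5.0e-12). The wild-type means of S100a9 (3.08), Defb3 (3.13), Slc7a11 (3.19) and Sprr2b (2.76) lay under 3.21, the level below which the dimmest 25% of probe sets fall, so that these rises are measured from near the background and may be larger. The largest falls were in Lce1m, a late envelope gene measured by 1 probe set (-5.98, standard error 0.53, adjusted p = 7.0e-07), Igfbp3, which binds insulin-like growth factors (-4.20, standard error 0.26, adjusted p = 1.7e-08), the serine protease gene Prss23 (-3.88, standard error 0.16, adjusted p = 3.6e-10) and Mrgprb3, a receptor gene of the Mrg family (-3.77, standard error 0.33, adjusted p = 6.1e-07). Cyr61, a matricellular gene, fell by 2.97 (standard error 0.098, adjusted p = 3.3e-11). In all, 835 genes were DE, 383 higher and 452 lower in HGPS mice. Of these genes, 160 differed by at least 2 log2 units, 100 higher and 60 lower. The median size of the log2 difference over the DE genes was 1.35 at day 35 and 0.13 at day 24, and 4 of them had passed the adjusted p at day 24. At an adjusted p under 0.05 and any fold, 5528 genes differed, 3157 higher and 2371 lower.

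**Figure D3:**
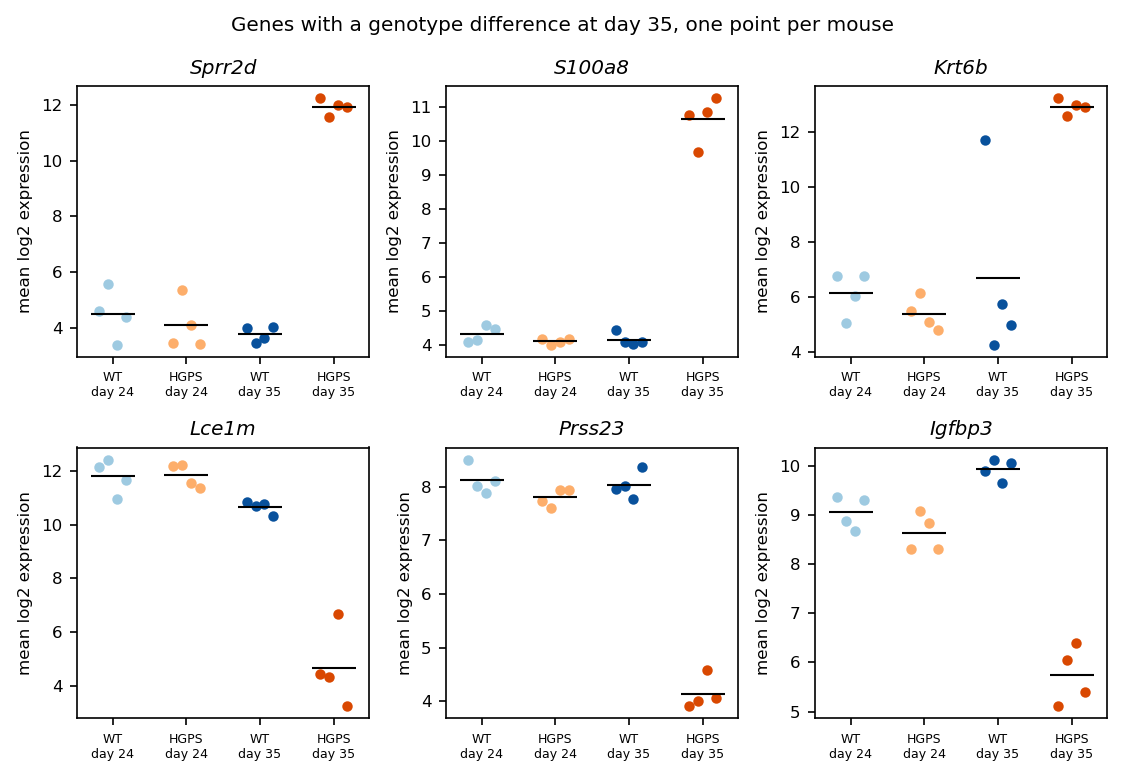
Mean log2 expression of 6 genes that differed between HGPS and wild-type mice at day 35, 1 point per mouse and a line at each group mean (n = 4 mice per group). Sprr2d, S100a8 and Krt6b are high in all HGPS mice at day 35, and Lce1m, Prss23 and Igfbp3 are low.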

The gene list of 870 DE genes was analyzed using Webgestalt for GO and KEGG pathway enrichment. The DE genes were enriched for development and cell proliferation functions as well as for metabolic, ECM–receptor interaction, and cytokine–cytokine receptor interaction KEGG pathways (Table S4). 

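Basal keratinocytes anchor the epidermis, and stem cells of the bulge renew the hair follicle, and most of the genes listed for either were lower in HGPS mice at day 35. Among 16 basal keratinocyte genes, 14 were lower, none was higher and 2 did not pass (15 lower adjusted over the list alone; camera adjusted p = 4.7e-12, adjusted p = 0.0317 with an estimated correlation). Col17a1, the hemidesmosome collagen, fell by 2.02, Lamb3, a laminin chain, by 1.68 and Krt15 by 1.61, while Krt14 was at -0.14 and did not pass. Among 26 hair follicle stem cell genes, 20 were lower, 1 was higher and 5 did not pass (20 lower and 1 higher adjusted over the list alone; camera adjusted p = 2.5e-11), with adjusted p = 0.0536 with an estimated correlation. Cd34, a bulge marker, fell by 2.36, Lgr5 by 1.93 and Sfrp1, a Wnt inhibitor, by 1.89. Of 61 Wnt pathway genes, 21 were lower, 2 were higher and 38 did not pass (21 lower and 2 higher adjusted over the list alone; camera adjusted p = 7.8e-07, adjusted p = 0.0317 with an estimated correlation). Axin2, a target of Wnt signalling, fell by 1.21, and Porcn, which acylates Wnt proteins, rose by 1.67. Of 49 cell cycle genes, 29 were higher, 3 were lower and 17 did not pass (30 higher and 4 lower adjusted over the list alone; camera adjusted p = 8.1e-04), with adjusted p = 0.618 with an estimated correlation. Plk1, a mitotic kinase, rose by 1.12 and Ccne1, a cyclin of S phase entry, by 0.88. Of 69 genes of ECM-receptor interaction, 22 were lower, 7 were higher and 40 did not pass (22 lower and 8 higher adjusted over the list alone; camera adjusted p = 2.3e-04), with adjusted p = 0.381 with an estimated correlation. Tnc, the tenascin gene of wounds, rose by 1.31 and Itgb4, an integrin of hemidesmosomes, fell by 1.26. Cytokines, chemokines and their receptors went both ways: of 114 genes, 41 were higher, 24 were lower and 49 did not pass (41 higher and 26 lower adjusted over the list alone; camera adjusted p = 0.784). Il1a, an alarm cytokine of keratinocytes, rose by 3.45 and Ccl20, a chemokine for dendritic cells, by 2.77, while Il20ra, a receptor of the IL-20 family, fell by 2.74.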

Common biological functions with AS genes in HGPS corresponded to the ECM–receptor interaction and focal adhesion, cell death and survival, cellular development, and dermatological disease and conditions (compare Table 2 and Table S4). 

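Collagen and laminin genes were called both by splicing and by expression at day 35, but different genes by each, since the splicing test leaves out genes with changed expression. Of the genes of ECM-receptor interaction, 12 were DE, 11 of them lower in HGPS mice, 9 were AS, and none was in both groups. Besides the fibrillar collagens, Col4a4, a chain of basement membranes, was AS with a departure of -1.07 (adjusted p = 4.0e-07) and Lama2, a laminin chain, with -0.89 (adjusted p = 0.0015). By expression, Col6a1 fell by 1.45 (adjusted p = 1.2e-06) and Col7a1, the anchoring fibril collagen, by 1.33 (adjusted p = 7.2e-06). Of 31 genes of collagens and fibrillar matrix, 11 were lower, 1 was higher and 19 did not pass (11 lower and 2 higher adjusted over the list alone; camera adjusted p = 3.1e-04), with adjusted p = 0.381 with an estimated correlation. Of 28 stress keratins and antimicrobial genes, 20 were higher, none was lower and 8 did not pass (21 higher and 1 lower adjusted over the list alone; camera adjusted p = 4.4e-11, adjusted p = 0.0317 with an estimated correlation). Krt16, a keratin of hyperproliferative epidermis, rose by 2.40 and Lcn2, an iron-binding defence protein, by 5.16. Of 43 cornified envelope genes, 23 were higher, 8 were lower and 12 did not pass (24 higher and 9 lower adjusted over the list alone; camera adjusted p = 0.0021), with adjusted p = 0.381 with an estimated correlation. Involucrin, Ivl, rose by 1.96 and the transglutaminase gene Tgm3 by 2.99, while loricrin, Lor, fell by 1.12. Markers of other cell types moved less evenly. Of 20 granulocyte markers, 8 were higher, 1 was lower and 11 did not pass (9 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.0165), with adjusted p = 0.609 with an estimated correlation, and S100a8 and S100a9 are among them. The neutrophil granule genes Ltf, Camp and Ngp were at 0.07, 0.05 and 0.03 and did not pass. Of 17 fibroblast markers, 6 were lower, 1 was higher and 10 did not pass (6 lower and 1 higher adjusted over the list alone; camera adjusted p = 0.0165), with adjusted p = 0.381 with an estimated correlation. The calls that hold with an estimated correlation are those of the stress keratins, the basal keratinocyte genes, the Wnt pathway and the immediate early genes.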

We also compared enrichment results for DE genes in HGPS to the biological functions obtained for DE genes for skin in normal aging between 4‐month‐old and 28‐month‐old animals (Table S5, File S3), but we did not observe an overlap between shared biological functions (compare Tables S4 and S5).

### Validation of the alternative splicing and gene expression analysis methods

Validation of alternative splicing analysis was performed by RT–PCR on the skin from 18‐ and 28‐month‐old mice. Ten genes were selected of the top 17 AS genes from the obtained gene list from pairwise comparison between the skin at 18 and 28 months (File S1). Nine of the 10 genes showed amplification products of the expected sizes by RT–PCR, indicating that these assays were able to detect transcripts (Table S6). Furthermore, six of the nine genes, corresponding to 66.7%, revealed RT–PCR results with the presence of more than one transcript isoform, indicative of alternative exon usage within the putative spliced region (Fig. 6 and Table S6).

**Figure 6:**
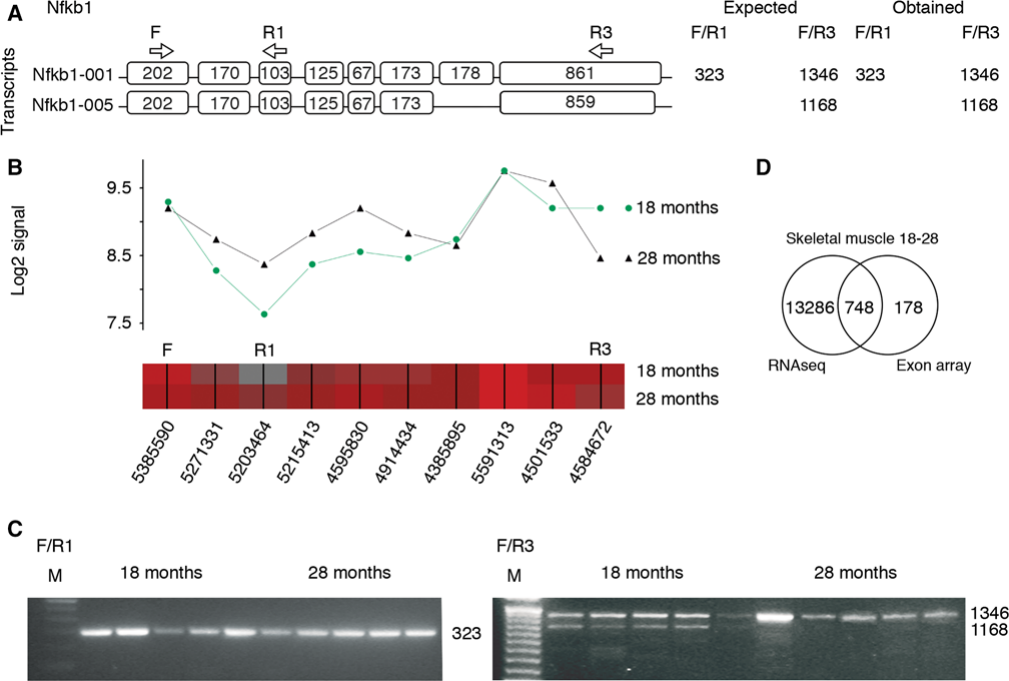
Validation of alternatively spliced genes. (A–C) Alternative splicing of the *Nfkb1* gene detected by Partek's alternative splicing ANOVA at FDR‐adjusted alt‐splice *P*‐value <0.05 is shown as an example. (A) Transcript panel shows Ensembl references for each isoform. Exon sizes in base pair (bp), forward primer (F), reverse primer 1 (R1), R3, and primer positions (arrows) and expected and obtained amplicon sizes (in bp). (B) Overlay of the expected *Nfkb1* transcript isoforms with Partek gene view containing the means of the probe set log2 signals for 18‐ (*n* = 5) and 28‐month‐old (*n* = 5) wild‐type mice (top panel) and probe set heat map with probe set IDs (lower panel, red (high) gray (low) expression). (C) RT–PCR validation shows AS in the putative region of *Nfkb1*. A 323‐bp product is observed in the skin of 18‐ and 28‐month‐old animals using primers F and R1 (left panel). The presence of alternative splicing in the skin of 18‐month‐old animals with two amplification products (using primers F and R3) compared to a single amplification product in the skin of 28‐month‐old animals using the same primers (right panel). M, 100 bp (Invitrogen). (D) Venn diagram of overlapping AS genes between different platforms (RNA sequencing and exon arrays) in the skeletal muscle of 18‐ and 28‐month‐old wild‐type mice, which shows a considerable overlap, validating 80.8% of the AS genes obtained by exon arrays.

A second approach for the validation of alternative splicing included alternative splicing analysis of data generated by RNA sequencing of the skeletal muscle from 18‐ and 28‐month‐old mice (File S5). The RNA sequencing results showed 47 992 exon features being significant after FDR correction at the cutoff of 0.05. These exon features were found in 14 034 unique genes. Comparison of genes detected by exon arrays and RNA sequencing identified 748 genes that were shared between the two platforms (Fig. 6D). This gave a validation of 80.8% of the AS genes from the exon arrays. Network analysis using Wikipathway analysis showed that mRNA processing was the top affected pathway for AS of the skeletal muscle from 18‐ and 28‐month‐old mice using both platforms (Tables S7 and S8).

Changes in gene expression were validated by quantitative RT–PCR (q‐PCR) in the keratinocytes from 35‐day‐old HGPS and control mice. For the analysis of gene expression from the exon arrays, the criteria were defined following validation by q‐PCR. The results from the q‐PCR analysis validated changes in gene expression at a cutoff of FDR‐adjusted *P‐*value <0.05 in combination with a 2‐fold change in gene expression in all genes analyzed (*n* = 13), and hence, these were the criteria used for gene expression analysis. Differentially expressed genes with FDR‐adjusted *P*‐value <0.05 but with a fold change ranging from 1.2 to 1.9 or an adjusted *P*‐value >0.05 did not validate to the same extent. The results from the q‐PCR have been published previously (Rosengardten *et al*., 2011).

## Discussion

In this study, we have investigated the effect of aging on alternative exon usage of the entire genome and applied Partek's alternative splicing ANOVA to determine, in several tissues, the numbers of AS genes between different age groups. Our results showed that the number of alternatively spliced genes increases with age. This trend is evident in both wild‐type mice during physiological aging and in a premature aging mouse model, suggesting that alternative splicing might be more important in the aging process than has previously been noted. Our results are in agreement with those of other recent studies that have shown an effect of age on AS in human brain (Tollervey *et al*., 2011; Mazin *et al*., 2013), human peripheral blood leukocytes (Harries *et al*., 2011), and senescent fibroblasts induced by telomere shortening (Cao *et al*., 2011). To our knowledge, this is the first study to show that the amount of age‐related AS increases with more advanced age (4–18 months compared to 4–28 months) and in several tissues.

Our results showed that the number of alternatively spliced genes varies between different tissues and time periods of the physiological aging process. The most dramatic increase was present in skin, where AS seemed to accelerate in the later aging period (18–28 months), in contrast to in bone where most of the AS change occurred over the whole aging period (4–28 months) with only a few genes in the later aging period (18–28 months). We speculate that these results might reflect a regulatory mechanism that makes splice‐prone tissues less sensitive to the aging‐induced effects from increased number of AS genes. This might also be connected to the fact that AS changes in a large number of genes are related to the appearance, development, and maintenance of cancer.

The total number of AS genes during the entire 4‐ to 28‐month period varied from 690 to 1247 genes between tissues (for skeletal muscle, bone, and skin). This was represented by a range between 13.1–19.1% of the total number of the genes analyzed. This result can be compared to that of the Mazin *et al*.'s (2013) study in human brain using high‐throughput sequencing, which found that nearly 40% of the genes expressed in human brain had changes in splicing over postnatal life. Of these, 70% occurred during development and 30% during aging, and 12% of the total number of genes expressed in the brain had aging‐related splicing (Mazin *et al*., 2013). However, when we considered all compared aging periods (and the five tissues), these numbers varied from 0 to 1886 AS genes and were represented by a range between 0 and 30.4% of the total number of genes that were analyzed, which suggests a considerable variability in the number of AS genes between tissues and ages.

The difference between different tissues when it comes to number of genes being alternatively spliced, with skin having no alternatively spliced genes at 4–18 months, while other tissues such as the adipose tissue and skeletal muscle having more than 100 alternatively spliced genes, might be related to the turnover of the tissue, a process that is slowed by aging. Skin has a high turnover, and as it is constantly regenerated and undergoes high levels of mechanical stress, it might need to be more resistant to impairment. However, adipose tissue and skeletal muscle are mainly composed of postmitotic cells and have a much lower turnover, so the need for stringency is of less importance. But with increased age and slowed tissue regeneration, alternative splicing becomes more common also for the skin. In addition, this variation among different tissues could also be related to tissue‐specific modification of expression levels of transcription factors and splicing factors that could have either a direct or indirect effect on pre‐mRNA splicing (Meshorer & Soreq, 2002).

Surprisingly, we found that the age‐related subset of AS genes across all tissues corresponded to genes involved in RNA post‐transcriptional processing, including genes involved in RNA processing and the spliceosome pathway. At the same time, the most significant group within diseases and disorders with AS genes was cancer. The involvement of AS in cancer has been widely recognized (Singh & Cooper, 2012). Moreover, our results showed that during normal aging, several components of the mouse spliceosome pathway were affected, meaning that the splicing machinery would in particular be affected by age‐related AS, which is in agreement with another *in vivo* study that showed in human blood an effect of age on RNA processing (Harries *et al*., 2011). However, AS genes in senescent fibroblasts induced by telomere shortening have been reported to be involved in remodeling of the cytoskeleton, but not in RNA processing (Cao *et al*., 2011). This disagreement might be related to the differences in the origin of the cells (Gaidatzis *et al*., 2009). Our study, together with Harries *et al*. (2011), suggests that RNA processing, including RNA splicing, is altered during normal physiological aging in both mice and humans. Our results directly implicate AS of genes coding for important components of the spliceosome such as spliceosome proteins (Wbp11 and Prp43) but also snRNAs, involved in spliceosomal catalytic competence (Brow, 2002; Guo *et al*., 2009), which could have implications in splicing specificity and catalysis of specific genes. Furthermore, explorative network analysis identified AS genes involved in RNA post‐transcriptional modifications in direct relation with histone H3 and RNA polymerase II and the NF‐κB complex as a major upstream and central node. Interestingly, the IKK/NF‐κB signaling pathway has been proposed to be one of the key mediators of aging (Huang *et al*., 2003; Wu *et al*., 2006).

When analyzing keratinocytes from HGPS mice and their wild‐type littermates for differences in the numbers of genes with AS, the number of AS genes was lower in HGPS mice (between 24 and 35 days when compared to wild‐type between the same time points), suggesting that the expression of the HGPS mutation had an inhibitory effect on normal developmental splicing. Previous results showed that at postnatal day 24, the skin was in the anagen or growth phase and at postnatal day 35, the skin was in the catagen or regression phase (Hanif *et al*., 2009). However, when we compared the number of genes that were AS between HGPS and wild‐type mice at postnatal day 35, we found that more genes were AS after 35 days, compared to after 24 days of postnatal transgenic expression. Even though additional analysis is needed, this finding might indicate that the expression of the HGPS mutation resulted in increased numbers of genes being alternatively spliced, which suggests a shared mechanism of increased alternative splicing with normal aging. Further studies are needed on different tissues and at different developmental stages to draw a final conclusion about the role of progerin in AS of genes during the development of HGPS.

Gene enrichment analysis of AS genes in HGPS did not reveal post‐transcriptional processing within the main affected functions, as it was found in normal aging mice, but was included within one of the top‐4 AS gene networks, relating these genes to other network‐associated functions such as cancer and gene expression. Cao *et al*. (2011) showed that telomere shortening induced extensive AS and increased progerin production in normal senescent cells. However, they did not show evidence that AS was directly induced by progerin, while our results showed that sustained progerin expression is associated with increased AS in HGPS.

AS genes in HGPS were overrepresented in relevant functions such as skin development, ECM–receptor interaction pathway, and connective tissue disorders. AS genes in HGPS also included genes involved in inflammatory diseases. This finding is in agreement with previous studies that have found an upregulated expression of inflammatory genes in fibroblasts from HGPS patients and keratinocytes from HGPS mice (Adler *et al*., 2007; Rosengardten *et al*., 2011; McKenna *et al*., 2014).

Similar to the increase in the number of AS genes, the number of DE genes increased with advanced age in wild‐type skin, skeletal muscle, and bone. This was also evident in keratinocytes from the HGPS mice at 35 days of age, which showed 870 genes to be differentially expressed at this time point compared to the 24‐day time point, when only three genes were DE. Our results might suggest that during the aging process, increased alternative splicing goes hand in hand with an increased differential gene expression. These processes are likely not independent, but instead one can imagine that there is a set of genes that contributes to both of these programs. This in turn would reflect the normal aging pathology, because differences in the aging‐related degenerative changes were more prominent between 4‐ and 28‐month‐old animals than between 4‐ and 18‐month‐old animals.

Consistent with previous studies, our results show enrichment of the ECM–receptor interaction pathway with DE genes in our HGPS mouse model after 35 days of transgenic expression, but more importantly, our study provides additional evidence for alterations of the ECM components by AS that would alter its composition. ECM components have previously been described to be the second‐largest group of genes misregulated in HGPS cells (Csoka *et al*., 2004). Furthermore, DE genes in 35‐day‐old HGPS mice were involved in system development, cellular proliferation, NF‐κB signaling pathway, and also the cytokine–cytokine receptor interaction pathway. The latter pathway has important roles in the inflammatory response and defense, cell growth, differentiation, and cell death and was also implicated in our study by AS genes in HGPS and by DE genes of normal aging mice as a common denominator.

In summary, our results showed that during the aging process, the number of genes being AS increases with the increased age of the skin, muscle, and bone. To our knowledge, this study is one of the first to describe AS during physiological aging in several tissues, suggesting a shared mechanism of increased AS with increased age which might affect RNA processing, such as the splicing machinery. Our results highlight the importance of global transcriptome studies to advance our understanding of the genetic mechanisms of the aging process.

## Experimental procedure

### Experimental animals

Mice were housed in the experimental animal facility with a 12‐h light/dark cycle, a temperature of 20–22 °C, and 50–75% air humidity (Karolinska Hospital, Huddinge, Sweden). The animal studies were approved by the Stockholm South Ethical Review Board, Dnr S101‐12, S107‐09, and S141‐06. Gene Expression Omnibus numbers accompanies the paper GSE67289, GSE67287, GSE67288 and GSE74274.

## Author contributions

SAR, DG, and ME conceived and designed the study. SAR, DG, and TM performed the experiments. SAR, TM, BB, NST, and MRE performed and/or oversaw the bioinformatic analysis. SAR, DG, TM, MRE, and ME analyzed the data. SAR, TM, and ME wrote the manuscript. All authors read and approved the final manuscript.

## Funding

This study was supported by grants from the Swedish Research Council. This work was also supported in part by the Intramural Research Program of the National Human Genome Research Program, National Institutes of Health.

## Conflict of interest

The authors declare that no conflict of interests exist.

## Supporting information

**Table S1.** GO cellular component enrichment analysis of alternative spliced genes between 4 and 18 months old animals across five tissues.

**Table S2.** GO cellular component enrichment analysis of alternative spliced genes between 35 days old HGPS mice and their wild‐type littermates.

**Table S3.** Enrichment analysis of alternative spliced genes between skin from 4‐months and 28‐months old wild‐type mice.

**Table S4.** Enrichment analysis of differentially expressed genes between keratinocytes from 35‐days old HGPS mice and their wild‐type littermates.

**Table S5.** Enrichment analysis of differentially expressed genes between skin from 4‐months and 28‐months old wild‐type mice.

**Table S6.** Results from RT‐PCR validation of 10 genes from the top 17 alternative spliced genes in skin between 18 and 28 months.

**Table S7.** Wikipathway analysis of alternative spliced genes detected by exon arrays between skeletal muscle from 18‐months and 28‐months old wild‐type mice.

**Table S8.** Wikipathway analysis of alternative spliced genes detected by RNA sequencing between skeletal muscle from 18‐months and 28‐months old wild‐type mice.

**Data S1**. Experimental procedure

**File S1.** All the gene lists of alternative spliced genes obtained between different age groups and for each tissue and across all tissues.

**File S2.** Gene lists of alternatively spliced genes between different age and genotype groups, HGPS mice and wild‐type litter mates.

**File S3.** Gene lists of differentially expressed genes between different age groups in all 5 tissues studied for the normal aging mice.

**File S4.** Gene lists of differentially expressed genes between HGPS mice an their wild‐type litter mates and between 24‐days and 35‐days old mice.

**File S5.** Alternative splicing analysis of data generated by RNA sequencing of skeletal muscle from 18‐ and 28‐month‐old mice.

# Supplementary material for: Global genome splicing analysis reveals an increased number of alternatively spliced genes with aging
**Source:** Aging Cell. 2015 Dec 21;15(2):267–78. doi: 10.1111/acel.12433
**Supplement:** Supplementary file 1 — Table S1. GO cellular component enrichment analysis of alternative spliced genes between 4 and 18 months old animals across five tissues.

| Category | *Adj. p* value | No. of genes | % of genes on list* |  |
| --- | --- | --- | --- | --- |
| GO Cellular Component ^WG^ |  |  |  |  |
| Intracellular | 6.15E -07 | 119 | 75.3 | |
| - Intracellular part | 3.71E -07 | 118 | 74.7 | |
| - Organelle | 1.08E -07 | 110 | 69.6 | |
| - Intracellular organelle | 1.08E -07 | 110 | 69.6 | |
| - Membrane bounded organelle | 1.08E -07 | 102 | 64.6 | |
| - Intracellular membrane bounded organelle | 1.08E -07 | 102 | 64.6 | |
| - Nucleus | 3.03E -09 | 79 | 50.0 | |
| Macromolecular complex | 1.08E -07 | 58 | 36.7 | |
| - Spliceosomal complex | 1.40E -06 | 10 | 6.3 | |
| - Catalytical step 2 spliceosome | 1.55E -06 | 8 | 5.1 | |
|  |  |  |  | |

Table S1. GO cellular component enrichment analysis of alternative spliced genes between 4 and 18 months old animals across five tissues.

*Number of genes on list = 158, ^WG^ Enrichment analysis performed with WebGestalt, heriarquical organization of top-10 GO functions. – Subcategory.

# Supplementary material for: Global genome splicing analysis reveals an increased number of alternatively spliced genes with aging
**Source:** Aging Cell. 2015 Dec 21;15(2):267–78. doi: 10.1111/acel.12433
**Supplement:** Supplementary file 2 — Table S2. GO cellular component enrichment analysis of alternative spliced genes between 35 days old HGPS mice and their wild‐type littermates.

| Category | *p* value | No. of genes | % of genes on list* |
| --- | --- | --- | --- |
| GO Cellular Component ^WG^ | ***adj. p* value** | **No. of genes** |  |
| Cell | 8.41E -06 | 286 | 75.9 |
| - Cell part | 8.41E -06 | 286 | 75.9 |
| - Intracellular | 2.00E -04 | 249 | 66.0 |
| - Intracellular part | 3.00E -04 | 244 | 64.7 |
| Extracellular matrix | 9.92E -05 | 22 | 6.1 |
| - Extracellular matrix part | 8.77E -05 | 15 | 4.0 |
| - Proteinaceous extracellular matrix | 7.24E -05 | 21 | 5.6 |
| - Collagen | 8.41E -06 | 12 | 3.2 |
| - Fibrillar collagen | 8.41E -06 | 6 | 1.6 |
| - Collagen type V | 2.00E -04 | 3 | 0.8 |
|  |  |  |  |

Table S2. GO cellular component enrichment analysis of alternative spliced genes between 35 days old HGPS mice and their wild-type littermates.

^*^Number of genes on list = 377, ^WG^ Enrichment analysis performed with WebGestalt, hierarchical organization of top-10 GO functions. – Subcategory.

# Supplementary material for: Global genome splicing analysis reveals an increased number of alternatively spliced genes with aging
**Source:** Aging Cell. 2015 Dec 21;15(2):267–78. doi: 10.1111/acel.12433
**Supplement:** Supplementary file 3 — Table S3. Enrichment analysis of alternative spliced genes between skin from 4‐months and 28‐months old wild‐type mice.

| Category | *p* value | No. of genes | % of genes on list* |  |
| --- | --- | --- | --- | --- |
| GO Biological Processes ^WG^ | ***adj. p* value** |  |  |  |
| Cellular metabolic process | 7.90E-03 | 488 | 42.3 | |
| - Cellular macromolecule metabolic process | 1.00E-02 | 375 | 32.5 | |
| Protein transport | 1.00E-02 | 91 | 7.9 | |
| Macromolecule localization | 1.14E-02 | 127 | 11.0 | |
| - Protein localization | 1.14E-02 | 112 | 9.7 | |
| KEGG Pathways ^WG^ | ***adj. p* value** |  |  | |
| No significant | - | - | - | |
| Canonical Pathways ^IPA^ | ***p* value** |  |  | |
| Tryptophan Degradation X (Mammalian via Tryptamine) | 2.35E-03 | 5 | 0.4 | |
| Putrescine Degradation III | 2.35E-03 | 5 | 0.4 | |
| IL3-3 Signaling | 3.18E-03 | 11 | 1.0 | |
| ErbB signaling | 4.93E-03 | 12 | 1.0 | |
| Thrombopoietin Signaling | 5.29E-03 | 9 | 0.8 | |
| Molecular and Cellular Functions ^IPA^ | ***p* value** |  |  | |
| Cell Death and Survival | 1.54E-05 – 3.46E-02 | 165 | 14.3 | |
| Cellular Compromise | 2.08E-04 – 3.46E-02 | 45 | 3.9 | |
| Cell-To-Cell Signaling and Interaction | 2.78E-04 – 3.46E-02 | 86 | 7.5 | |
| Cellular Assembly and Organization | 4.65E-04 – 3.46E-02 | 222 | 19.3 | |
| Cellular Function and Maintainance | 4.65E-04 – 3.46E-02 | 214 | 18.6 | |
| Diseases and Disorders^IPA^ | ***p* value** |  |  | |
| Cancer | 2.46E-07 – 3.46E-02 | 904 | 78.4 | |
| Developmental Disorder | 7.31E-05 – 3.46E-02 | 38 | 3.3 | |
| Hereditary Disorder | 7.31E-05 – 3.46E-02 | 112 | 9.7 | |
| Metabolic Disease | 7.31E-05 – 2.31E-02 | 16 | 1.4 | |
| Neurological Disease | 2.08E-04 – 3.46E-02 | 94 | 8.2 | |
| Networks ^IPA^  and Associated Network Functions | **score** |  |  | |
| Hematological System Development and Function, Hematopoiesis, Hereditary Disorder | 46 | 33 | 2.9 | |
| Dermatological Diseases and Conditions, Infectious Disease, Nervous system development | 45 | 35 | 3.0 | |
| Carbohydrate Metabolism, Connective Tissue Disorders, Developmental disorder | 43 | 32 | 2.8 |  |
| Lipid Metabolism, Small Molecule Biochemistry, Developmental Disorder | 41 | 31 | 2.7 |  |
| Developmental Disorder, Hereditary Disorder, Neurological Disease | 41 | 31 | 2.7 |  |
|  |  |  |  |  |

Table S3. Enrichment analysis of alternative spliced genes between skin from 4-months and 28-months old wild-type mice.

*Number of genes on list = 1153, ^WG^ Enrichment analysis performed with WebGestalt, - Subcategory, ^IPA^ Enrichment analysis performed with Ingenuity Pathway Analysis.

# Supplementary material for: Global genome splicing analysis reveals an increased number of alternatively spliced genes with aging
**Source:** Aging Cell. 2015 Dec 21;15(2):267–78. doi: 10.1111/acel.12433
**Supplement:** Supplementary file 4 — Table S4. Enrichment analysis of differentially expressed genes between keratinocytes from 35‐days old HGPS mice and their wild‐type littermates.

| Category | *p* value / Score | No. of genes | | % of genes on list* |  |
| --- | --- | --- | --- | --- | --- |
| GO Biological Processes ^WG^ | ***adj. p* value** |  |  | |  |
| System development | 1.71E-15 | 222 | 25.5 | | |
| Cell proliferation | 5.87E-15 | 124 | 14.3 | | |
| Response to chemical stimulus | 6.63E-15 | 164 | 18.9 | | |
| Regulation of cell proliferation | 1.64E-14 | 107 | 12.3 | | |
| Organ Development | 4.99E-14 | 173 | 19.9 | | |
| KEGG Pathways ^WG^ | ***adj. p value*** |  |  | | |
| Metabolic pathways | 8.93E-05 | 85 | 9.8 | | |
| ECM-receptor interaction | 3.00E-04 | 15 | 1.7 | | |
| Cytokine.cytokine receptor interaction | 3.00E-04 | 27 | 3.1 | | |
| Focal adhesion | 2.30E-03 | 22 | 2.5 | | |
| Hematopopietic cell lineage | 2.30E-03 | 13 | 1.5 | | |
| Canonical Pathways ^IPA^ | ***p* value** |  |  | | |
| LPS/IL -1 mediated inhibition of RXR function | 4.02E-08 | 29 | 3.3 | | |
| Granulocyte adhesion and diapedesis | 1.92E-07 | 24 | 2.8 | | |
| NF-kB signaling | 7.38E-07 | 24 | 2.8 | | |
| Hepatic fibrosis/ Hepatic stellate cell activation | 8.40E-07 | 26 | 3.0 | | |
| Agranulocyte adhesion and diapedesis | 1.96E-02 | 23 | 2.6 | | |
| Molecular and Cellular Functions ^IPA^ | ***p* value** |  |  | | |
| Cellular growth and proliferation | 3.64E-22 – 2.45E-05 | 356 | 40.9 | | |
| Cellular movement | 9.59E-20 – 2.43E-05 | 239 | 27.5 | | |
| Cell death and survival | 2.28E-18 – 2.55E-05 | 325 | 37.4 | | |
| Cellular development | 3.42E-18 – 2.65E-05 | 336 | 38.6 | | |
| Cell morphology | 2.26E-12 – 1.21E-05 | 239 | 27.5 | | |
| Diseases and Disorders^IPA^ | ***p* value** |  |  | | |
| Cancer | 5.12E-23 – 2.62E-05 | 707 | 81.3 | | |
| Dermatological disease and conditions | 3.98E-22 – 1.59E-05 | 150 | 17.2 | | |
| Inflammatory response | 4.60E-17 – 1.92E-05 | 223 | 25.6 | | |
| Inflammatory disease | 2.23E-14 – 2.23E-05 | 173 | 19.9 | | |
| Cardiovascular disease | 7.70E-14 – 2.56E-05 | 155 | 17.8 | | |
| Networks ^IPA^  and Associated Network Functions | **Score** |  |  | | |
| Cellular growth and proliferation, Tissue development, Cellular movement | 41 | 30 | 3.4 | | |
| Tissue development, Cellular development, Cellular growth and proliferation | 41 | 30 | 3.4 | | |
| Lipid metabolism, Small molecule biochemistry, Cellular assembly and organization | 35 | 27 | 3.1 | |  |
| Lipid metabolism, Small molecule biochemistry, Drug metabolism | 35 | 27 | 3.1 | |  |
| Cell death and survival, Cellular assembly and organization, Cellular compromise | 35 | 27 | 3.1 | |  |
|  |  |  |  | |  |

Table S4. Enrichment analysis of differentially expressed genes between keratinocytes from 35-days old HGPS mice and their wild-type littermates.

*****Number of genes on list = 870, ^WG^ Enrichment analysis performed with WebGestalt, - Subcategory, ^IPA^ Enrichment analysis performed with Ingenuity Pathway Analysis, - Subcategory.

# Supplementary material for: Global genome splicing analysis reveals an increased number of alternatively spliced genes with aging
**Source:** Aging Cell. 2015 Dec 21;15(2):267–78. doi: 10.1111/acel.12433
**Supplement:** Supplementary file 5 — Table S5. Enrichment analysis of differentially expressed genes between skin from 4‐months and 28‐months old wild‐type mice.

| Category | *P* value / score | No. of genes | % of genes on list* |  |
| --- | --- | --- | --- | --- |
| GO Biological Processes ^WG^ | ***adj. P* value** |  |  |  |
| No Significant | - | - | - | |
| KEGG Pathways ^WG^ | ***adj. P* value** |  |  | |
| Circadian rhythm - mammal | 6.00E-04 | 2 | 5 | |
| Canonical Pathways ^IPA^ | ***P* value** |  |  | |
| Proline Biosynthesis I | 8.91E-03 | 1 | 2.5 | |
| Proline Biosynthesis II (from Arginine) | 1.33E-02 | 1 | 2.5 | |
| Arginine Degradation VI (Arginase II Pathway) | 1.33E-02 | 1 | 2.5 | |
| Glutathione Redox Reactions I | 3.52E-02 | 1 | 2.5 | |
| TCA Cycle II (Eukaryotic) | 4.81E-02 | 1 | 2.5 | |
| Molecular and Cellular Functions ^IPA^ | ***P* value** |  |  | |
| DNA Replication, Recombination, and Repair | 7.25E-05 – 2.65E-02 | 3 | 7.5 | |
| Energy Production | 7.25E-05 – 1.33E-02 | 3 | 7.5 | |
| Nucleic Acid Metabolism | 7.25E-05 – 4.47E-03 | 3 | 7.5 | |
| Small Molecule Biochemistry | 7.25E-05 – 4.38E-02 | 9 | 22.5 | |
| Cell Signaling | 1.73E-04 – 1.73E-04 | 2 | 5.0 | |
| Diseases and Disorders^IPA^ | ***P* value** |  |  | |
| Connective Tissue Disorders | 3.07E-04 – 4.38E-02 | 15 | 37.5 | |
| Metabolic Disease | 3.07E-04 – 2.61E-03 | 7 | 17.5 | |
| Skeletal and Muscular Disorders | 3.07E-04 – 4.38E-02 | 15 | 37.5 | |
| Developmental Disorder | 6.48E-04 – 4.38E-02 | 10 | 25.0 | |
| Hereditary Disorder | 6.48E-04 – 6.69E-03 | 9 | 22.5 | |
| Networks ^IPA^  and Associated Network Functions | **score** |  |  | |
| Connective tissue development and function, Skeletal and muscular system development and function, Tissue Morphology | 32 | 14 | 35.0 | |
| Cardiovascular system development and function, Organismal development, Tissue morphology | 29 | 13 | 32.5 | |
| Cardiovascular disease, Cancer, Endocrine system disorders | 24 | 11 | 27.5 |  |
| Cell death and survival, Cellular function and maintenance, Hematological system development | 3 | 1 | 2.5 |  |
|  |  |  |  |  |

Table S5. Enrichment analysis of differentially expressed genes between skin from 4-months and 28-months old wild-type mice.

*Number of genes on list = 40, ^WG^ Enrichment analysis performed with WebGestalt, - Subcategory, ^IPA^ Enrichment analysis performed with Ingenuity Pathway Analysis, - Subcategory.

# Supplementary material for: Global genome splicing analysis reveals an increased number of alternatively spliced genes with aging
**Source:** Aging Cell. 2015 Dec 21;15(2):267–78. doi: 10.1111/acel.12433
**Supplement:** Supplementary file 6 — Table S6. Results from RT‐PCR validation of 10 genes from the top 17 alternative spliced genes in skin between 18 and 28 months.

Table S6. Results from RT-PCR validation of 10 genes from the top 17 alternative spliced genes in skin between 18 and 28 months.

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Gene symbol** | **Forward primer** | **Reverse primer** | **Expected fragment size (bp)** | **Obtained fragment size at 18 months (bp)** | **Obtained fragment size at 28 months (bp)** | **Comment** |
| *Snrnp200* | Snrnp200_F | Snrnp200_R1 | 330, 356 | 330 | 330 | Reference splicing |
|  | Snrnp200_F | Snrnp200_R2 | 591 | 591 | 591 | Reference splicing |
| *Iqgap* | Iqgap1_F | Iqgap1_R1 | 693 | 693 | 693 | Reference splicing |
|  | Iqgap1_F | Iqgap1_R2 | 488 | 488 | 488 | Alternative splicing |
| *Cd163* | Cd163_F | Cd163_R1 | 1199 | 900, 600, 350, 250 | 900, 600, 350, 250 | Alternative splicing |
|  | Cd163_F | Cd163_R2 | 191 | 191, 500 | 191, 500 | Alternative splicing |
| *Nfkb1* | Nfkb1_F | Nfkb1_R1 | 323 | 323 | 323 | Reference splicing |
|  | Nfkb1_F | Nfkb1_R2 | 815, 748 | 815 | 815 | Reference splicing |
|  | Nfkb1_F | Nfkb1_R3 | 1346, 1168 | 1346, 1168 | 1346 | Alternative splicing |
| *Oprm1* | Oprm1_F | Oprm1_R1 | 430 | *-* | *-* | No PCR product |
|  | Oprm1_F | Oprm1_R2 | 245 | *-* | *-* | No PCR product |
| *Rap1gds1* | Rap1gds1_F | Rap1gds1_R1 | 322 | 322 | 322 | Reference splicing |
|  | Rap1gds1_F | Rap1gds1_R2 | 219 | 219 | 219 | Reference splicing |
| *Ccpg1* | Ccpg1_F | Ccpg1_R1 | 536 | 536, 350 | 536, 350 | Alternative splicing |
|  | Ccpg1_F | Ccpg1_R2 | 132 | 132 | 132 | Reference splicing |
| *Podn* | Podn_F | Podn_R1 | 339 | 339, 150 | 339, 150 | Alternative splicing |
|  | Podn_F | Podn_R2 | 1413 | 1413 | 1413 | Reference splicing |
| *Bms1* | Bms1_F | Bms1_R1 | 934 | 934 | 934 | Reference splicing |
|  | Bms1_F | Bms1_R2 | 1363 | - | - | No PCR product |
| *Cyhr1* | Cyhr1_F | Cyhr1_R1 | 365 | 365, 300 | 365, 300 | Alternative splicing |
|  | Cyhr1_F | Cyhr1_R2 | 174 | 174 | 174 | Reference splicing |
|  |  |  |  |  |  |  |

Two genes (*Oprm1* and *Bms1*)failed RT-PCR. Shaded in grey indicate the six genes that validated for alternative splicing by RT-PCR (*Iqgap,Cd163, Nfkb1, Ccpg1, Podn* and *Cyhr1*). Expected fragment size was according to primer BLAST. Obtained fragment size was estimated from agarose gel. Primer sequences are available upon request. Please note that additional transcripts might be available in the databases.

# Supplementary material for: Global genome splicing analysis reveals an increased number of alternatively spliced genes with aging
**Source:** Aging Cell. 2015 Dec 21;15(2):267–78. doi: 10.1111/acel.12433
**Supplement:** Supplementary file 7 — Table S7. Wikipathway analysis of alternative spliced genes detected by exon arrays between skeletal muscle from 18‐months and 28‐months old wild‐type mice.

Table S7. Wikipathway analysis of alternative spliced genes detected by exon arrays between skeletal muscle from 18-months and

28-months old wild-type mice.

| **Pathway name** | **#Gene** | **Gene symbols** | **Statistics** |
| --- | --- | --- | --- |
| mRNA processing | 41 | *Prpf40a, Mak16, Eif4g2, Xrn2, Dazl, Fxr1, Raly, Ilf3, Afg3l2, Rbm43, Sf3a1, Eif3b, Stau1, Prmt2, Ltv1, Grsf1, Eif4e3, Exosc9, Srpk2, Eral1, Cstf3, Sf3b1, Pcbp1, Hnrnpl, Tial1, Acin1, Puf60, Poldip3, Zcrb1, Clk4, Srrm1, Oas2, Clk3, Rbm6, Prpf3, Ddx25, Dhx9, Rpl8, Cnot4, Hnrnpu, Brwd1* | C=483;O=41;E=7.65;R=5.36;rawP=5.07e-18;adjP=4.97e-16 |
| PluriNetWork | 29 | *Sin3a, Hcfc1, Ctr9, Dazl, Sf1, Rif1, Smad1, Mdm2, Dnmt1, Hif1a, Rel, Hck, Smarcad1, Tle4, Chd4, Paf1, Suz12, Smad4, Ehmt1, Rnf2, Satb2, Grsf1, Dhx9, Trim24, Apc, Rcn2, Hnrnpu, Cdc73, Nr5a2* | C=292;O=29;E=4.63;R=6.27;rawP=6.69e-15;adjP=3.28e-13 |
| EGFR1 Signaling Pathway | 18 | *Sin3a, Pik3cb, Cdc42, Map3k4, Mapk14, Pik3ca, Prkar1a, Stat5b, Hat1, Gja1, Pld1, Ptpn12, Plcg2, Itch, Appl2, Rps6ka5, Grb10, Appl1* | C=217;O=18;E=3.44;R=5.23;rawP=1.53e-08;adjP=5.00e-07 |
| Insulin Signaling | 15 | *Cap1, Sorbs1, Pik3cb, Pdpk1, Rps6kb2, Map3k4, Lipe, Mapk14, Stxbp3a, Rps6ka5, Rhoq, Grb10, Kif3a, Pik3ca, Mapk12* | C=158;O=15;E=2.50;R=5.99;rawP=4.02e-08;adjP=9.85e-07 |
| Myometrial Relaxation and Contraction Pathways | 12 | *Gja1, Plcd1, Rgs14, Gnas, Plcg2, Camk2g, Acta2, Plcb3, Pde4d, Grk6, Prkar1a, Rgs20* | C=158;O=12;E=2.50;R=4.79;rawP=9.32e-06;adjP=0.0002 |
| TNF-alpha NF-kB Signaling Pathway | 14 | *Hsp90ab1, Dap, Smarce1, Tab2, Trpc4ap, Gtf2i, Traip, Chuk, Rpl8, Rps6ka5, Cops3, Rel, Rnf216, Tank* | C=215;O=14;E=3.41;R=4.11;rawP=1.02e-05;adjP=0.0002 |
| Androgen Receptor Signaling Pathway | 10 | *Ncoa2, Sin3a, Smad4, Rac3, Patz1, Rb1, Mdm2, Gtf2f1, Appl1, Ghr* | C=126;O=10;E=2.00;R=5.01;rawP=3.51e-05;adjP=0.0005 |
| Chemokine signaling pathway | 12 | *Cxcl15, Pik3cb, Cdc42, Ccr2, Plcb3, Prkx, Chuk, Grk6, Hck, Pik3ca, Ccl20, Stat5b* | C=186;O=12;E=2.95;R=4.07;rawP=4.72e-05;adjP=0.0006 |
| PPAR signaling pathway | 8 | *Fabp6, Cyp27a1, Rxrg, Sorbs1, Pdpk1, Acox1, Ppard, Ehhadh* | C=93;O=8;E=1.47;R=5.43;rawP=0.0001;adjP=0.0008 |
| TCA Cycle | 5 | *Pdhx, Dlst, Idh3a, Ogdh, Sdhb* | C=32;O=5;E=0.51;R=9.86;rawP=0.0001;adjP=0.0008 |

C, number of genes in the category; O, number of obtained genes in the category; E, number of expected genes in the category; R, ratio of enrichment;

rawP, *P* value from hypergeometric test; adj *P,* *P* value adjusted by the multiple test adjustment

# Supplementary material for: Global genome splicing analysis reveals an increased number of alternatively spliced genes with aging
**Source:** Aging Cell. 2015 Dec 21;15(2):267–78. doi: 10.1111/acel.12433
**Supplement:** Supplementary file 8 — Table S8. Wikipathway analysis of alternative spliced genes detected by RNA sequencing between skeletal muscle from 18‐months and 28‐months old wild‐type mice.

Table S8. Wikipathway analysis of alternative spliced genes detected by RNA sequencing between skeletal muscle from 18-months and

28-months old wild-type mice.

| **Pathway name** | **#Gene** | **Gene symbols** | **Statistics** |  |
| --- | --- | --- | --- | --- |
| mRNA processing | 357 | *Tdrd7, Ppp1r8, Sf3b3, Clk3, Slc6a8, Ddx1, Snrpd2, Sf3b4, Celf4, Srsf9, U2af1, Rnpepl1, Exosc4, Srsf1, Aco1, Afg3l1, Akap1, Slc25a4, Hnrnpd, Auh, Bard1, Brca1, Cirbp, Clk1, Clk2, Col4a3, Cpeb1, Celf1, Dazl, Dhx15, Ddx3x, Ddx6, Dhx9, Ddx19a, Eif4e, Aimp1, Celf2, Ewsr1, Igf2bp3, Srsf10, Fbl, Ppm1g, Fxr1, Hnrnpc, Hnrnpa1, Hnrnpab, Hnrnpk, Hnrnpl, Prmt1, Trmt2a, Elavl1, Ilf3, Uhmk1, Eif2d, Rbm39, Ppargc1b, Myef2, Zfp638, Npm1, Pabpc1, Abcb4, Papola, Ppp1r14b, Ppargc1a, Eif2ak2, Prpf4b, Ptbp1, Dicer1, Prpf8, Eif4a3, Slu7, Qk, Rad21, Rbm3, Rbm6, Rbmx, Rbmxl1, Rbpms, Rnps1, Rpl22, Mrpl23, Rpl26, Rpl32, Rpl7, Rpl9, Polr2a, Rps14, Rps24, Rps29, Rps4x, Rps6, Rps7, Sf3a2, Atxn1, Srsf2, Srsf3, Srsf5, Tra2b, Slbp, Smn1, Eftud2, Snrpc, Snrnp70, Snrpb, Snrpb2, Snrpd1, Snrpe, Son, Rbms3, Spop, Esrp1, Srp14, Srpk1, Srpk2, Trim21, Trove2, Ssb, Nhp2l1, Stau1, Rsrc2, Dis3l2, Cpeb3, Rbmx2, Enox2, Supt5, Synj2, Dnd1, Tarbp2, Rnpep, Papolg, Alyref, Dhx8, Srp68, Tnrc6c, Tia1, Tial1, Srek1, Traf6, Tsn, Zrsr2, U2af2, Wbp4, Eif4h, Safb2, Srsf7, Ybx1, Cstf3, Csde1, Ptbp3, Pabpc4, Eif4g3, Tardbp, Grsf1, Sfswap, Elmod3, Fus, Sugp2, Ddx19b, Lingo1, Rbm10, Rbm41, Fxr2, Enox1, Oas1g, Oasl2, Rnasel, Rngtt, Smc1a, Srp54a, Xrn2, Rbm45, Pskh1, Rbm47, Csad, Oas3, Oas2, Oas1a, Rbfox1, Cpsf7, Zfp346, Rpl8, Eif4e2, Srp9, Rps11, Ddx24, Nufip1, Nelfe, Lsm2, Eif3b, Imp4, Exosc5, Zfp385a, Adat1, Sf3b2, Zmat4, Vprbp, Akap17b, Ltv1, Slirp, Rbm33, Gatc, Lsm4, Exosc9, Hnrnpdl, Cpsf2, Srrm1, Rbm34, Ddx56, Zfp622, D19Bwg1357e, Nxf1, Eif3g, Hnrnpa2b1, Snrpa, Clasrp, Nono, Cnot4, Tlr5, Sart3, Ddx20, Rps28, Cpsf4, Cpsf3, Prpf40b, Ppie, Rbm38, Prpf40a, Ptbp2, Ddx21, Acin1, Hnrnph2, Ggcx, Mettl3, Spen, Adar, Rbms2, Mbnl1, Rbms1, Rps27, Srsf4, Park7, Eral1, Zbp1, Hnrnph1, Pcbp4, Pcbp3, Rbm8a, Dhx38, Sf3b6, Lsm7, Nip7, 1110037F02Rik, Mrps28, Srp19, Mrpl11, Exosc7, Rps23, Zmat2, Snrnp40, Rdm1, Pspc1, Sltm, Rae1, Rbm4b, Rbm22, Rbm7, Rpl11, Rbm25, Ttc14, Zcrb1, Lsm1, Prpf18, Rpl39, Rpl37, Snrpd3, Cstf1, Rnmtl1, Ppil4, Ankrd33b, Ilkap, Ergic2, Sf3a1, Cpeb4, Rpl38, Polr2g, Nop9, Rbm18, Rnmt, Mak16, Wdr55, Nifk, U2surp, Puf60, Srsf6, Snrpg, Rps13, Ncbp2, Fdx1l, Rpl39l, Rnaset2b, Nudt21, Rbm28, Ddx39, Ciz1, Phf5a, Tmed10, Dnajc8, Zfp740, Prpf6, Snrpa1, Dhx16, Srsf11, Dnajc17, Afg3l2, Exosc8, Rnaseh2a, Snrpf, Tut1, Prpf4, Cd2bp2, Dazap1, Taf15, Sugp1, Prpf3, Rbm43, Cdc40, Rbpms2, Cyp4f18, Lsm11, Rbm12b1, Htatsf1, Bclaf1, Dis3, Hnrnpll, Ddx41, Poldip3, Rbm19, Hnrnpr, Sf3a3, Secisbp2, Snrnp35, Lsm8, Msi2, Rps9, Rbm17, Rbm12b2, Pum1, Pum2, Sf3b1, Rbm5, Bicc1, Rbfox2, Brwd1, Cpsf1, Trmt1l, Hnrnpf, Clp1* | C=483;O=357;E=107.19;R=3.33;rawP=3.59e-130;adjP=6.46e-128 |  |
| PluriNetWork | 230 | *Gadd45gip1, Etv5, Cabin1, Kdm3a, Rcor2, Ogt, Ehmt2, Raf1, Acvr1, Acvr1b, Akt1, Mta1, Apc, Nr2f2, Axin1, Bmp4, Bmpr2, Brca1, Klf5, Casp3, Ctnnb1, Ccnd1, Cd44, Cdh1, Cdk2, Cdkn1a, Cdkn2a, Creb1, Crebbp, Dpysl2, Ctbp1, Ctcf, Dgka, Dazl, Ddb1, Gadd45a, Dhx9, Dffa, Dnmt1, Dnmt3a, Dnmt3b, Cdk2ap1, Dvl1, Lefty1, Phc1, Eed, Nr2f6, Nr2f1, Smarcad1, Ewsr1, Ezh1, Ezh2, Fgf5, Fgfr1, Fos, Gab1, Gata6, Gdf9, Grb2, Aes, H3f3a, Hcfc1, Hck, Hdac2, Hells, Hif1a, Hras, Icam1, Id1, Igfbp3, Il6st, Kpnb1, Inhbb, Irs1, Itgb1, Jak1, Jarid2, Klf2, Klf4, Kpna2, Lif, Lifr, Lrp5, Lyar, Smad1, Smad2, Smad3, Smad4, Smad7, Mbd2, Mbd3, Mdm2, Mef2c, Mef2d, Mitf, Pias2, Mtf2, Myc, Myod1, Ncoa1, Nfkb1, Mycn, Nodal, Notch1, Uhrf1, Npr1, Ocln, P4ha1, Pik3cd, Pim1, Prkaca, Pml, Psen1, Pten, Ptpn11, Ptprs, Rbbp4, Rbl2, Rbpj, Rel, Rela, Relb, Rest, Rnf2, Rock1, Rock2, Rras, Satb1, Sgk1, Shh, Sin3a, Smarcc1, Kdm5c, Sos1, Sp1, Sp3, Spp1, Ssrp1, Zfp143, Stat3, Hdac4, Tfe3, Satb2, Tbx3, Tcf7, Tcf7l1, Tfeb, Cdc73, Socs2, Kdm6b, Terf2, Tgfb1, Tgfbr1, Trim24, Trim28, Tle2, Tle4, Nr2c1, Trp53, Ctr9, Twist1, Ube2i, Sumo1, Kdm6a, Pim3, Wnt5a, Atrx, Ercc5, Yy1, Ipo9, Sf1, Zfp57, Zfx, Gatad2b, Grsf1, Ipo7, Gatad2a, Leo1, Mta2, Pin1, Rbbp7, Usp7, Esrrb, Map2k1, Mapk1, Mapk3, Nr5a2, Rcn2, Acvr1c, Jade1, Smo, Kmt2d, Hdac1, Ppp2r1a, Rif1, Tet1, Suz12, Dnmt3l, Paf1, Rybp, Arid3b, Gsk3b, Mtor, Bcam, Pias4, Fam129a, Perp, Wdr61, Nacc1, Wwp2, Pbrm1, Smarca2, Cad, Zfp219, Stk40, Yipf2, Smurf1, Zmym2, Plet1, Kdm4c, Cers2, Ehmt1, Elp4, Kat5, Nedd4l, Smarca5, Nkd1, Trim33, Sall4, Kdm1a* | C=292;O=230;E=64.80;R=3.55;rawP=4.30e-94;adjP=3.87e-92 | |
| Focal Adhesion | 168 | *Itga9, Pelo, Mylk, Rapgef1, Actn1, Braf, Rap1a, Raf1, Actb, Akt1, Akt2, Birc3, Birc2, Araf, Rhoa, Arhgap5, Bad, Bcl2, Blk, Capn1, Cav1, Cav2, Cav3, Ccnd1, Ccnd2, Ccnd3, Cdc42, Chad, Col11a1, Col11a2, Col3a1, Col4a1, Col4a2, Col4a4, Col5a1, Col5a2, Col6a2, Col1a1, Col1a2, Bcar1, Crk, Crkl, Diap1, Egf, Egfr, Erbb2, Ptk2, Fgr, Figf, Flt1, Fn1, Fyn, Grb2, Hck, Hgf, Igf1, Ilk, Itga2b, Itga3, Itga4, Itga5, Itga6, Itga7, Itgae, Itgal, Itgam, Itgav, Itgax, Itgb1, Itgb2, Itgb3, Itgb5, Itgb6, Itgb7, Lama2, Lama3, Lama4, Lama5, Lamb1, Lamb2, Lamb3, Lamc2, Parvb, Rac3, Met, Myl6, Ppp1r12a, Pak1, Pak3, Pdgfa, Pdgfb, Pdgfrb, Pdpk1, Pgf, Pik3ca, Pik3cd, Pik3r1, Pik3r2, Pip5k1c, Pten, Flna, Itgb4, Pxn, Rac1, Rac2, Reln, Rock1, Rock2, Sepp1, Shc1, Sos1, Spp1, Src, Srms, Rap1b, Thbs1, Thbs2, Thbs3, Thbs4, Tln1, Tnc, Txk, Vasp, Vav1, Vcl, Vegfa, Vegfb, Vegfc, Vtn, Vwf, Pak2, Mapk4, Lamc1, Farp2, Zyx, Mylk2, Akt3, Lamc3, Map2k5, Mapk7, Itga8, Pak7, Styk1, Map2k1, Map2k2, Map2k3, Map2k6, Mapk1, Mapk8, Mapk9, Mapk12, Pik3cg, Itga11, Pik3r5, Itgb8, Dock1, Mapk6, Tnk2, Col5a3, Pdgfc, Gsk3b, Pak4, Pdgfd, Pik3cb, Pik3r4, Tnxb, Tnk1, Col4a6* | C=186;O=168;E=41.28;R=4.07;rawP=3.49e-88;adjP=2.09e-86 | |
| Insulin Signaling | 144 | *Rhoq, Prkaa1, Rapgef1, Prkaa2, Raf1, Rps6ka3, Akt1, Akt2, Arf1, Cap1, Cbl, Socs3, Crk, Egr1, Ehd1, Eif4e, Eif4ebp1, Flot1, Flot2, Fos, Gab1, Grb10, Grb2, Gys1, Hras, Igf1r, Ikbkb, Inppl1, Irs1, Irs3, Kif3a, Kif5b, Lipe, Myo1c, Enpp1, Pdpk1, Pfkl, Pfkm, Pik3c2a, Pik3ca, Pik3cd, Pik3r1, Pik3r2, Pik3r3, Prkca, Prkcb, Prkcd, Prkch, Prkci, Prkcq, Prkcz, Ppp1cc, Mapk11, Cyth3, Pten, Ptpn1, Ptpn11, Ptprf, Rab4a, Rac1, Rac2, Rheb, Rps6ka1, Rps6ka2, Sgk1, Sorbs1, Shc1, Slc2a1, Slc2a4, Snap25, Snap23, Sos1, Sos2, Srf, Cblb, Stx4a, Stxbp1, Stxbp2, Stxbp3, Stxbp4, Tbc1d4, Shc2, Tsc2, Vamp2, Xbp1, Map4k3, Pik3c3, Mapk4, Trib3, Gys2, Arhgap33, Sh2b2, Map2k5, Mapk7, Ehd2, Map2k1, Map2k2, Map2k3, Map2k4, Map2k6, Map3k1, Map3k11, Map3k12, Map3k2, Map3k3, Map3k4, Map3k5, Map3k7, Map3k8, Map4k1, Map4k2, Mapk1, Mapk10, Mapk14, Mapk3, Mapk8, Mapk9, Inpp4a, Map4k4, Map3k10, Gyg, Mapk12, Pik3cg, Map3k9, Map4k5, Mapk6, Grb14, Mink1, Map3k6, Rrad, Foxo1, Foxo3, Rps6ka4, Gsk3b, Mtor, Rps6kb2, Tsc1, Rps6ka6, Map3k13, Rps6kb1, Rps6ka5, Pik3cb, Pik3r4, Rhoj* | C=158;O=144;E=35.06;R=4.11;rawP=4.64e-77;adjP=2.09e-75 | |
| TNF-alpha NF-kB Signaling Pathway | 167 | *Fbxw11, Rnf216, Txlna, Alpl, Akt1, Akt2, Birc3, Birc2, Bcl3, Btrc, Casp2, Casp3, Casp7, Casp8, Cav1, Cdc37, Cflar, Chuk, Cradd, Crebbp, Csnk2a1, Csnk2a2, Csnk2b, Ddx3x, Mark2, Fadd, Ptk2, Faf1, Fbl, Fkbp5, Gab1, Gtf2i, Hdac2, Hdac6, Hspb1, Hsp90ab1, Hsp90aa1, Ikbkb, Ikbkg, Kcnq1, Kpna2, Kpna3, Kpna6, Ktn1, Mcm5, Psmd7, Nfkb1, Nfkb2, Nfkbia, Nfkbib, Nfkbie, Nsmaf, Pdcd2, Peg3, Pfdn2, Prkaca, Prkcz, Papola, Pml, Psmc1, Psmc2, Psmc3, Eif4a3, Flna, Ptpn11, Ripk2, Rel, Rela, Relb, Dpf2, Rpl6, Polr1c, Polr1b, Polr1d, Polr1a, Glg1, Smarcb1, Smarcc1, Src, Tifa, Fancd2, Tank, Skp1a, Cdc34, Ccar2, Tnf, Tnfaip3, Tnfrsf11a, Tnfrsf1a, Tnfrsf1b, Tnfrsf8, Nr2c2, Traf1, Traf2, Traf3, Traf4, Traf6, Traip, Psmd3, Ube2i, Sumo1, Dap, Ywhae, Ywhag, Ywhah, Ywhaz, Rasal2, Zfand5, Pias3, Ikbkap, Tnip2, Usp11, G3bp2, Map2k5, Pebp1, Psmd13, Polr2h, Map3k1, Map3k2, Map3k3, Map3k8, Cops3, Casp8ap2, Rpl8, Cul1, Rps11, Azi2, Pkn1, Mcc, Ppp1r13l, Hdac1, Usp2, Ywhab, Iqgap2, Akap8, Trpc4ap, Actl6a, Tbk1, Ikbke, Ripk3, Gsk3b, Smarce1, Rnf25, Tnip1, Polr1e, Psmd6, Tab1, Tab3, Psmd12, Bag4, Rpl4, Rps13, Smarcc2, Tab2, Nkiras1, Cd3eap, Tradd, Dcaf7, Nkiras2, Lrpprc, Rps6kb1, Rps6ka5, Cyld, Mtif2, Bcl7a, Nfkbiz,* | C=215;O=167;E=47.71;R=3.50;rawP=5.12e-67;adjP=1.84e-65 | |
| Chemokine signaling pathway | 148 | *Ccl27a, CR974586.2, Gm13306, Adcy4, Adcy3, Arrb1, Braf, Rap1a, Raf1, Adrbk1, Adcy6, Adcy7, Adcy9, Akt1, Akt2, Rhoa, Cxcr5, Cdc42, Chuk, Cxcr2, Cxcr3, Cxcr4, Ccr1, Ccr2, Ccr5, Bcar1, Crk, Crkl, Csk, Cx3cr1, Elmo1, Ptk2, Fgr, Gnai1, Gnai2, Gnai3, Gnb1, Gnb3, Gnb4, Gnb5, Gng12, Gng2, Gng3, Gng5, Gng7, Gng8, Gngt2, Grk4, Grk5, Grb2, Cxcl1, Hck, Hras, Cxcl10, Ikbkb, Ikbkg, Itk, Jak2, Kras, Xcl1, Lyn, Cxcl9, Ncf1, Nfkb1, Nfkbia, Nfkbib, Nras, Pak1, Pik3ca, Pik3cd, Pik3r1, Pik3r2, Pik3r3, Prkaca, Prkacb, Prkcb, Prkcd, Prkcz, Plcb1, Plcb2, Plcb3, Plcb4, Ccl21a, Prkx, Ptk2b, Pxn, Rac1, Rac2, Rasgrp2, Rela, Rock1, Rock2, Ccl11, Ccl12, Ccl2, Ccl22, Ccl25, Ccl3, Ccl4, Ccl5, Ccl6, Ccl7, Ccl8, Ccl9, Cxcl2, Cx3cl1, Cxcl12, Shc1, Sos1, Sos2, Stat2, Stat3, Stat5b, Adcy2, Rap1b, Shc2, Tiam1, Vav1, Vav2, Was, Adcy5, Akt3, Tiam2, Grk6, Map2k1, Mapk1, Mapk3, Shc4, Prex1, Pik3cg, Pik3r5, Adcy1, Cxcl13, Ccl24, Foxo3, Gsk3b, Pf4, Ccl28, Vav3, Cxcl14, Ppbp, Gsk3a, Gng11, Cxcl16, Wasl, Pik3cb, Cxcr6, Pard3, Dock2* | C=186;O=148;E=41.28;R=3.59;rawP=4.39e-62;adjP=1.32e-60 | |
| MAPK signaling pathway | 136 | *Gck, Arrb1, Braf, Rap1a, Raf1, Rps6ka3, Rasa2, Acvr1b, Akt1, Akt2, Atf4, Bdnf, Casp1, Casp2, Casp3, Casp6, Casp7, Casp8, Casp9, Cd14, Cdc25b, Cdc42, Crk, Crkl, Daxx, Gadd45a, Ddit3, Egf, Egfr, Fas, Fos, Gna12, Grb2, Hspa5, Nr4a1, Hspb1, Ikbkb, Ikbkg, Il1b, Il1r1, Il1r2, Kras, Tmem37, Mapkapk2, Max, Mef2c, Mras, Mapt, Myc, Nf1, Nfkb1, Ngf, Nlk, Nras, Pak1, Pdgfb, Pdgfrb, Prkaca, Prkcb, Prkcd, Prkch, Prkcz, Pla2g5, Ppm1a, Ppm1b, Ppp3ca, Ppp3cb, Ppp3cc, Ppp5c, Flna, Dusp1, Ptprr, Rac1, Rac2, Rasgrp1, Sos2, Srf, Rap1b, Taok1, Tgfb1, Tgfb2, Tgfb3, Tgfbr1, Tgfbr2, Rasa1, Tnf, Traf2, Traf6, Trp53, Pak2, Map4k3, Mapk4, Rasgrp4, Dusp7, Akt3, Map2k5, Mapk7, Dusp5, Map2k1, Map2k2, Map2k4, Map2k6, Map3k1, Map3k11, Map3k12, Map3k4, Map3k5, Map3k7, Map3k8, Map4k1, Mapk1, Mapk10, Mapk14, Mapk3, Mapk8, Mapk9, Map4k4, Acvr1c, Ecsit, Mapk12, Dusp4, Ptpn7, Taok2, Mapk6, Mink1, Map3k6, Stk3, Dusp10, Zak, Tab1, Dusp6, Tab2, Hspb2, Map3k13, Ntf5* | C=165;O=136;E=36.62;R=3.71;rawP=9.16e-61;adjP=2.36e-59 | |
| Myometrial Relaxation and Contraction Pathways | 127 | *Adcy4, Adcy3, Dgkz, Atf5, Camk2d, Cald1, Arrb1, Acta1, Actb, Actc1, Acta2, Adcy6, Adcy7, Adcy9, Adm, Gpr182, Atf1, Atf3, Atf4, Atp2a2, Cacnb3, Calca, Calm1, Calm2, Calm3, Camk2a, Camk2b, Camk2g, Ackr3, Cnn1, Cnn2, Crcp, Creb1, Creb3, Atf6b, Fos, Gabpa, Gabpb1, Gja1, Gnaq, Gnas, Gnb1, Gnb3, Gnb4, Gnb5, Gng12, Gng2, Gng3, Gng5, Gng7, Gng8, Lpar1, Grk4, Grk5, Gsto1, Igfbp3, Igfbp4, Igfbp5, Igfbp6, Il1b, Il6, Itpr1, Itpr2, Maff, Myl4, Myl2, Nfkb1, Nos1, Nos3, Oxtr, Pde4b, Prkaca, Prkacb, Prkca, Prkcb, Prkcd, Prkce, Prkch, Prkci, Prkd1, Prkcq, Prkcz, Pkia, Pkib, Pkig, Plcb3, Plcd1, Plcg1, Prkar1a, Prkar2a, Prkar2b, Rgs16, Rgs2, Rgs4, Rgs5, Ryr1, Ryr3, Slc8a1, Sp1, Adcy2, Adcy5, Ywhae, Ywhag, Ywhah, Ywhaz, Mylk2, Plcg2, Ets2, Pde4d, Rgs7, Grk6, Adcy1, Rgs1, Rgs6, Rgs3, Rgs11, Rgs14, Ramp1, Atp2a3, Corin, Ywhab, Ramp3, Rgs19, Rgs17, Rgs18, Gng11, Rgs10* | C=158;O=127;E=35.06;R=3.62;rawP=2.05e-54;adjP=4.61e-53 | |
| EGFR1 Signaling Pathway | 154 | *Hat1, Snrpd2, Pkn2, Raf1, Krt7, Rps6ka3, Abi1, Akt1, Ap2a1, Araf, Arf4, Atf1, Camk2a, Casp9, Cav1, Cav2, Cbl, Cdc42, Socs3, Creb1, Bcar1, Crk, Crkl, Csk, Asap1, Dnm1, Dok2, Egf, Egfr, Elf3, Epn1, Eps15, Eps15l1, Eps8, Fos, Gab1, Gab2, Gja1, Grb10, Grb2, Grb7, Ptpn6, Htt, Hras, Inppl1, Itch, Jak1, Jak2, Kras, Krt18, Krt8, Smad2, Smad3, Myc, Nck1, Nck2, Nras, Pak1, Pik3ca, Pik3cd, Pik3r1, Pik3r2, Pik3r3, Pitpna, Prkca, Prkcb, Prkci, Prkd1, Prkcz, Plcg1, Pld1, Pld2, Prkar1a, Ptk2b, Ptpn11, Ptpn12, Dusp1, Ptprr, Pxn, Rac1, Reps2, Klf11, Reps1, Rfxank, Ralgds, Rgs16, Ralbp1, Rps6ka1, Rps6ka2, Sh3gl2, Shc1, Sin3a, Snca, Sos1, Sos2, Sp1, Src, Stat2, Stat3, Stat5a, Stat5b, Cblb, Stxbp1, Hip1, Appl2, Git1, Tgif1, Rasa1, Plscr1, Vav1, Vav2, Zpr1, Wnk1, Plcg2, Map2k5, Mapk7, Mta2, Pebp1, Spry2, Pik3c2b, Rbbp7, Ceacam1, Map2k1, Map2k2, Map2k3, Map3k1, Map3k2, Map3k3, Map3k4, Mapk1, Mapk14, Mapk3, Mapk8, Rab5a, Sh2d3c, Pik3cg, Hdac1, Grb14, Tnk2, Ywhab, Shoc2, Foxo1, Vav3, Tnip1, Sh3kbp1, Ralb, Ndufa13, Yjefn3, Appl1, Rps6ka5, Wasl, Errfi1, Pik3cb, Usp6nl* | C=217;O=154;E=48.16;R=3.20;rawP=6.47e-53;adjP=1.29e-51 | |
| T Cell Receptor Signaling Pathway | 117 | *Prkd2, Cabin1, Rapgef1, Card11, Braf, Rap1a, Abi1, Abl1, Acp1, Akt1, Arhgdib, Bcl10, Ctnnb1, Cbl, Cd2, Cd2ap, Cd3d, Cd3e, Cd3g, Cd4, Cd8a, Cdc42, Cish, Creb1, Crebbp, Crk, Crkl, Dbnl, Dlg1, Dnm2, Enah, Evl, Ptk2, Fos, Dtx1, Fyn, Gab2, Grb2, Ptpn6, Itk, Itpr1, Lat, Lcp2, Sh2b3, Lyn, Grap2, Muc1, Nck1, Nedd9, Nfatc2, Pak1, Pik3r1, Pik3r2, Prkcq, Plcg1, Ppp3cb, Pstpip1, Ptk2b, Ptpn11, Ptpn12, Ptpn22, Ptprc, Ripk2, Ptprj, Pxn, Rac2, Rasgrp2, Khdrbs1, Shc1, Sla, Sos1, Sos2, Src, Stat5a, Stat5b, Cblb, Syk, Wipf1, Rasa1, Tuba4a, Tubb5, Txk, Unc119, Vasp, Vav1, Vav2, Was, Zap70, Shb, Def6, Mapk7, Sh3bp2, Lax1, Wasf2, Map2k1, Map2k2, Map3k1, Map4k1, Mapk1, Mapk3, Git2, Homer3, Sh2d2a, Sh2d3c, Stk39, Arhgef7, Skap2, Ptpn3, Hdac7, Vav3, Grap, Dusp3, Arhgef6, Nfam1, Skap1, Dock2, Pag1* | C=143;O=117;E=31.74;R=3.69;rawP=8.43e-52;adjP=1.52e-50 | |

C, number of genes in the category; O, number of obtained genes in the category; E, number of expected genes in the category; R, ratio of enrichment; rawP, *P* value from hypergeometric test; adj *P,* *P* value adjusted by the multiple test adjustment

# Supplementary material for: Global genome splicing analysis reveals an increased number of alternatively spliced genes with aging
**Source:** Aging Cell. 2015 Dec 21;15(2):267–78. doi: 10.1111/acel.12433
**Supplement:** Supplementary file 9 — Data S1. Experimental procedure

**Supporting information;**

**Global genome splicing analysis reveals an increased number of alternatively spliced genes with aging**

Sofía A. Rodríguez, Diana Grochová, Tomás McKenna, Bhavesh Borate, Niraj S. Trivedi, Michael R. Erdos, Maria Eriksson

**EXPERIMENTAL PROCEDURE**

**Experimental animals**

Mice were supplied with R36 pellets (Lactamin, Sweden) and drinking water *ad libitum*. Male C57BL/6J wild-type mice were aged until 4, 18 and 28 months of age and euthanized by cervical dislocation. Five mice were studied for each age group. Ventral skin, skeletal muscle from the thigh, bone from the tibia, abdominal white adipose tissue and thymus were dissected from each mouse at 4 and 18 months of age. In addition, ventral skin, skeletal muscle and bone were also collected from the 28-month-old animals. Extra care was taken during dissection and collection of tissue to ensure that the time ranged between 30 and 45 minutes and that the tissues were immediately transferred to liquid nitrogen. Tissues were stored at -80° C prior to homogenization and RNA extraction.

Keratinocytes were obtained from 24- and 35-day-old HGPS mice, FVB/N.Cg-Tg (tetop-LAG608G,-EGFP) VF1-07; K5tTA (Sagelius *et al.,* 2008a), with transgenic expression induced at the day of birth, and from their wild-type littermates (n=4 per individual age and genotype group), as previously described (Rosengardten *et al.,* 2011). All C57BL/6J wild-type mice included in this study were weighted directly after cervical dislocation. Animals with health problems or tumors in their internal anatomy were discarded from the study.

Ventral skin and skeletal muscle from the thigh were dissected from the 3 different age groups (4, 18 and 28 months; n=4 or 5 for each age group and tissue) and preserved overnight in 4% PFA and stored in 70% ethanol. Tissues were embedded in paraffin, sectioned and stained with hematoxylin and eosin for histopathological analysis. Femurs were dissected from three age groups (n=5 per age-group), and the length and mid-diaphysis thickness were measured with calipers in 2 dimensions. Body weights were measured at different time points (4 months, n=14; 18 months, n=6; 28 months, n=5).

**RNA extraction**

RNA was extracted with Trizol reagent (Ambion) from tissues or primary keratinocytes according to the manufacturer’s recommendation. Skeletal muscle, thymus and white adipose tissue were homogenized in Trizol. Liquid nitrogen-frozen bones and ventral skin were homogenized using a protein Mikro Dismembrator S (B. Braun, Biotech International, Melsungen, Deutschland), at 18,000 rpm for 45 seconds, and the powder was thawed in Trizol. Total RNA was further purified using an RNeasy cleanup kit (Qiagen) and quantified using a standard OD spectrophotometer and a NanoDrop spectrophotometer (NanoDrop Technologies, DE, USA). The RNA integrity was assessed by the Agilent 2100 Bioanalyzer (Agilent, CA, USA). The RNA quality criteria for proceeding with exon arrays were a 18S/28S ratio above 1.5 and an RNA integrity number (RIN-value)  8.0 (in agreement with the recommendations from the Bioinformatics and Expression Analysis core facility at the Karolinska Institutet, Sweden).

**Exon arrays**

The Affymetrix GeneChip® Mouse Exon 1.0 ST is a sense strand array containing 1.2 million probe sets of an average of 4 perfect match probes, with at least one probe set per exon and enables gene expression and alternative splicing analysis on a whole-genome scale. The Core Meta Probe set was used and corresponded to 194,293 probe sets of16,755 transcript clusters with source transcript annotation input from RefSeq and full-length mRNA GenBank records containing complete CDS information. For array hybridization and Whole Transcript Sense Target Labeling Synthesis, 200 ng of RNA was processed using the Gene Chip WT cDNA Synthesis Kit, Affymetrix P/N 900673 and Gene Chip sample cleanup module, Affymetrix P/N 900371 (Affymetrix, Inc., Santa Clara, CA). A total of 5.5 g of labeled and fragmented single-stranded cDNA was hybridized to the arrays and incubated in a 45º C oven for 16-18 hours, 60 rpm rotation (Affymetrix Gene Chip Hybridization Oven 640). Arrays were washed and stained using the FS450_0001 fluidic script (Affymetrix Gene Chip Fluidics Station 450), and scanning was performed by Affymetrix Gene Chip scanner 3000 7G. Hybridization and scanning of the arrays was performed at the Karolinska Institute Bioinformatics and Expression Analysis core facility.

**Analysis of exon array data**

The core meta probe set of 16,755 transcript clusters, identified as 16,711 annotated genes, were analyzed in Partek Genomic Suite v.6.6 (Partek Inc., St. Louis, MO, USA) at the exon level to detect alternatively spliced genes and at the gene level to study differential gene expression. The data were imported into Partek, with no pre-filtering applied, and array quality control was performed using both Partek and Affymetrix® Expression Console™ (v 1.1). Affymetrix CEL files with exon array raw data were imported into Partek and filtered to only include the core meta probe set. For the normalization of probe signals, RMA background correction algorithm was selected and adjusted for GC content. A quantile normalization and median polish probe set summarization was used, and normalized probe signals were converted into log 2 scale. Probe sets were linked in Partek to current Affymetrix annotation files (NetAffx, release 33.1 Mm9). Exon array hybridization images were visually inspected in Partek image browser to discard technical artifacts on the chip.

Detection of AS genes between the different age groups was performed with Partek’s splicing ANOVA (Partek, Manual). The Affymetrix exon arrays provide exon expression levels that can be used to analyze differential exon usage, which is AS by definition (Affymetrix white paper). We have used Partek’s GS alternative splicing ANOVA to detect alternatively spliced genes. Partek directly uses the exon signals to detect differences in the expression of exons in the ANOVA. It then declares the presence of relevant alternative splice variants when one or more exons appear to have different expression mean values between the two comparison groups. Anova factors were age and mouse ID, and the splice factor was age. Only non-differentially expressed (non-DE) genes were included for the AS analysis, since DE genes have been reported to yield false positive AS genes with exon arrays (Gaidatzis *et al.,* 2009 and Affymetrix white paper: “ Identifying and Validating Alternative Splicing Events”). Therefore, genes with *P*-value <0.05 for differential gene expression were filtered out. The final gene lists contained AS genes with a cutoff point of FDR adjusted alternative splicing (alt-splice) *P-*value <0.05. A gene list was created for the AS analysis and for each pairwise comparison between different age groups and the number of AS genes compared between different aging periods.

For the analysis of exon array data at the gene level, the data were imported into Partek and the same core meta probe set list, summarization and normalization of probe signals was used (see above). Detection of DE genes was in accordance with the pre-defined exon workflow menu in Partek. Exons were summarized to genes and a 2-way ANOVA was applied. Gene lists with DE genes were further filtered by selecting genes that had at least a 2-fold change in combination with a FDR adjusted *P-*value < 0.05. Lists of DE genes were created in Partek for each pair-wise comparison.

Probe set expression data used for the AS and differential gene expression analysis have been submitted to the public Gene Expression Omnibus (Edgar *et al.,* 2002), numbers GSE67289, GSE67287 and GSE67288.

**Gene enrichment analysis**

Gene lists of AS genes and DE genes were analyzed for gene set enrichment of GO functions and KEGG pathways using Webgestalt(Zhang *et al.,* 2005; Wang *et al.,* 2013) and through the use of IPA (Ingenuity® Systems, [www.ingenuity.com](http://www.ingenuity.com/)). In Webgestalt, we used a hypergeometric statistical test, and as multiple test adjustment of *P*-values, we used Benjamini (1995), and a minimum of 2 genes to obtain the top-10 most significant GO functions or KEGG pathways

**RT-PCR validation of exon arrays**

Among the top 17 AS genes, obtained from the AS analysis of the skin from 18 and 28-month-old mice, 10 genes with AS were selected for validation by RT-PCR. The selection of genes met the following criteria: genes composed of more than 3 and less than 50 exons, an AS region that did not involve the last or first exon of the gene (to allow for primers to be designed on flanking exons of the spliced region and with at least one primer inside one of the spliced exons). An aliquot of the same RNA that was hybridized to the exon array was DNase I treated (RQ1 RNase-free DNase, Promega) and purified with RNeasy minicolumns (Qiagen). cDNA synthesis was performed on 800 ng of total RNA with random hexamers using the SuperScript™ cDNA Synthesis Kit (Life technologies). cDNA samples were diluted in nuclease-free water and stored at −20°C. PCR reactions were performed in a 25 μl reaction volume, including 1-3 μl of cDNA template with Hot Star Taq plus Polymerase (Qiagen). The quality of the cDNA template was determined by amplification of -actin, and each gene was screened with at least two different primer combinations for all 10 skin cDNA samples (18-month-old mice, n=5 and 28-month-old mice n=5).

Quantitative RT-PCR was performed to validate the gene expression data obtained from the exon arrays. Twenty genes involved in Wnt signaling and inflammation were selected for validation (Rosengardten *et al.,* 2011). Details about the experimental procedure and the results have been included in a previous publication from the laboratory (Rosengardten *et al.,* 2011). Primer sequences are available upon request.

**RNA sequencing**

Aliquots from same total RNA extracts processed for exon microarray were used for high-throughput mRNA strand-specific sequencing with Illumina TruSeq and poly-A selection. Skeletal muscle RNA samples from 18-months (n=1) and 28-months (n=3) old animals were sequenced on HiSeq2500 at a depth of 40.5-65.1 million read pairs in lane with PhiX error rate of 0.39% and an average quality score 35.8-35.9 (92.43-92.77% bases > = Q30). Raw sequencing reads were processed following the Tuxedo protocol (Trapnell *et al.,* 2012). The reads for each biological replicate were first mapped independently to the mouse genome Mm9 with TopHat2 and transcripts assembled with Cufflinks, merged to corresponding annotations with Cuffmerge and expression data quantified with Cuffdiff.

Stranded pair-end reads were mapped to the mouse genome genome build GRCm38 using the program Tophat v. 2.0.4 (Kim *et al*., 2013). Gene counts for exons were extracted from the resulting BAM files using HTseq v. 0.5 using a "flattened" GTF file following the manual of DEXseq (Anders *et al*., 2012; Anders *et al*., 2015). Modelling of exon usage as well as detection of differentially expressed exons were done with the DEXSeq package that uses a negative binomial distribution to estimate the biological variance in the experiment and then fits a generalized linear model to identify exons that are differentially expressod after taking gene expression differences into account (Anders *et al*., 2012). All exons with a change in expression that leads to a *P*-value <0.05 after Benjamin-Hochberg correction for multiple testing were treated as exons with evidence of differential exon usage between the two groups in the RNA-sequencing data. A Fisher test, as implemented in the R package TopGO (Alexa and Rahnenfuhrer 2010), were used to identify gene ontology (GO) categories that were significantly overrepresented in the group of significant genes. RNA sequencing data used for the AS analysis have been submitted to the public Gene Expression Omnibus (Edgar *et al.,* 2002), number GSE74274.

**SUPPLEMENTARY REFERENCES**

Alexa A and Rahnenfuhrer J (2010) topGO: topGO: Enrichment analysis for Gene Ontology. R package version 2.18.0.

Anders S, Reyes A and Huber W (2012) "Detecting differential usage of exons from RNA-seq data. Genome Research, 22, pp. 4025.

Anders S, Pyl PT and Huber W (2015) HTSeq — A Python framework to work with high-throughput sequencing data. Bioinformatics, 15, 31(2):166-9.

Benjamini Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. (Hochberg Y, ed). *J. Roy. Statist. Soc. Ser. B* 57. No 1, 289-300.

Edgar R, Domrachev M, Lash AE (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 1;30(1):207-10.

Gaidatzis D, Jacobeit K, Oakeley EJ, Stadler MB (2009). Overestimation of alternative splicing caused by variable probe characteristics in exon arrays. Nucleic Acids Res. 37, e107.

Kim D, Pertea G, Trapnell C, Pimental H, Kelley R and Salzberg SL (2013) TopHat2: accurate alignment of transcriptomes in the presence of insertations, deletions and gene fusions. Genome Biology, 14, R36.

Partek, Manual. Alternative splice analysis of exon data in Partek Genomics Suite

Rosengardten Y, McKenna T, Grochova D, Eriksson M (2011). Stem cell depletion in Hutchinson-Gilford progeria syndrome. Aging Cell. 10, 1011-1020.

Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, Pimentel H, Salzberg SL, Rinn JL, Pachter L (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc. 7, 562-578.

White paper: Identifying and Validating Alternative Splicing Events; An introduction to managing data provided by GeneChipÆ Exon Arrays. Affymetrix Technical Notes.

Zhang B, Kirov S, Snoddy J (2005). WebGestalt: an integrated system for exploring gene sets in various biological contexts. Nucleic Acids Res. 33, W741-748.

How the deposited data were processed for this re-analysis (not part of the article)

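The data were log2 signals per probe set of Affymetrix Mouse Exon 1.0 ST arrays, as deposited by the authors. According to the paper and its supplement, the authors made them in Partek Genomics Suite 6.6 by background correction adjusted for GC content, quantile normalization and median polish, checked array quality in Affymetrix Expression Console 1.1 and annotated probe sets with NetAffx release 33.1 on mm9. The values were used as they stand, with no further scaling. Array medians lay between 4.38 and 4.45, values ran from 2.29 to 15.1, and 0 columns of values were left unused. Each of the 16 arrays is 1 mouse, and their number, 4 per group, limits the precision.

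Of 194293 probe sets, 179496 name 1 gene symbol. The 1328 that name several and the 13469 that name none were left out of gene tests. Of the 15803 symbols, 13727 matched a current symbol and 2039 a synonym in RefSeq on GRCm38.p6, and 37 matched none. That table served only for names, chromosomes and neighbours, because the arrays are annotated on another assembly.

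Expression was tested with limma 3.58.1 in R 4.3.3 on the mean log2 value of all probe sets of a gene, with 4 group means fitted over 16 mice, and p was adjusted by Benjamini-Hochberg over all genes. Splicing was tested on 14996 genes with at least 2 probe sets by an F test of group by probe set after each gene was centred in each mouse, with variances moderated across genes. After adjustment of p over all 14996 genes, those with an unadjusted expression p under 0.05 were removed. Gene lists were tested by camera with a preset correlation of 0.01, and among AS genes by Fisher's exact test, one-sided.

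Genes were named in the text if they had the smallest adjusted p or the largest change of a comparison, stood in the first 15 entries of a held sheet of the supplementary files, were drawn in Fig. 4E, belonged to a list, or were AS at both ages. Values in Files S2 and S4 had been seen when this rule was written. Members of lists given as examples were chosen after their values were seen.

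The tests were tested on simulated data. With HGPS and wild-type mice at day 35 simulated, 100 of 100 genes shifted by 2 log2 units passed the adjusted p of the DE test, as did 10 of 15403 unchanged genes, with no fold threshold applied. Where probe sets of a gene have unequal variances and no gene changes, the splicing test called 53 genes in that comparison, 82 for the genotypes at day 24, 72 for the ages in wild-type mice and 70 in HGPS mice. It called 0 where the variances are equal. AS counts near these numbers therefore hold little information. The simulated noise was drawn separately for each probe set and mouse, so these numbers may be too low a floor. Other splits of the real mice called up to 509 AS genes at day 24 and 452 at day 35.

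Alternatives covered the summary of probe sets, dim probe sets, scaling, the ANOVA of the methods, the splicing tests of diffSplice, the removal of genes by expression, the number of probe sets per gene, thresholds, sex, mouse ID prefix, replicate number as a block, and each mouse left out. Sex labels were checked against genes of the sex chromosomes. The arrays of tissues of ageing wild-type mice in the paper, and its histology, were not analysed here.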

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

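Of the tests in this part, those on 1 mouse or 1 litter, on time of day and on other splits of the AS genes at day 24 were chosen after the result was seen. Spread within a group drew attention to 2 genes: in wild-type mice at day 35, 1 mouse stood apart for Pde7a (ratio 0.979) and for S100a8 (0.831). With 84 groups of 4 tested, about 1 in 20 passes by chance.

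The genotype difference changed with age for 929 DE genes and 661 AS genes. By the rule for named genes these include Sprr2d (8.56), Krt6b (7.00), Sprr2e (6.94), S100a8 (6.69), S100a9 (6.47), Defb3 (6.22), Lce1m (-6.02), Igfbp3 (-3.78), Prss23 (-3.57), Mrgprb3 (-3.41), Lce1c (-3.14) and Cd59a (-3.08). Gene lists that held with an estimated correlation had medians of 1.85 (stress keratins and antimicrobial genes), -1.26 (basal keratinocyte), -0.69 (hair follicle stem cell), -0.17 (Wnt pathway), -0.73 (immediate early) and -0.76 (circadian clock). DE genes between the ages were 313 in wild-type and 939 in HGPS mice, counts that the results text of the paper does not give.

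Of the 8 genes that differ between the genotypes at day 24, 6 lie on chromosome 3. A sequence variant under single probes is excluded, since a share of 0.938 of 96 probe sets differ in the direction of their gene, and so is 1 mouse or 1 litter, since all 6 part the genotypes at both ages. A segment linked to a transgene stays open. The 6 genes lie within 17 neighbouring measured genes. The 11 between them have a mean absolute t of 2.56 at day 35, and a share of 0.501 of 15562 runs are as large. At that age 35.0% of all genes pass the adjusted p. This share can therefore hardly tell a segment apart and does not argue against one. Of the 11 genes, 3 had an unadjusted p from limma under 0.05 at day 24 and 6 at day 35. At day 24 their mean absolute t is 1.90, which a share of only 0.0021 of runs reach, but the called genes around them were picked in those mice. Where the transgenes lie is not given in the sources used here, and the segment could be tested by genotyping.

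AS genes of the age comparisons are a large part of all genes. A smooth trend of whole arrays with level is excluded as the whole cause: taking it out moved differences between the ages by at most 0.136 in wild-type and 0.0557 in HGPS mice, the counts were then 4412 and 3886, and 4357 and 3847 of the AS genes were kept. An unequal response of bright and dim probe sets stays open: brighter probe sets change more in the direction of the gene in a share of 0.592 of AS genes in wild-type and 0.638 in HGPS mice, against 0.674 and 0.658 of genes not AS. Brighter probe sets fall more or rise less in 0.683 and 0.707 of AS genes, and still in 0.628 and 0.677 once the trend is taken out, so a link with level remains within genes. Splicing and such a response could both add to the count. So could any difference between the mice of the ages, which share no ID prefix.

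Immediate early genes (1 higher, 21 lower, 5 not passing; 21 lower and 1 higher adjusted over the list alone; camera adjusted p = 4.7e-12, adjusted p = 0.0317 with an estimated correlation) and clock genes (11 lower, 4 not passing; 11 lower adjusted over the list alone; camera adjusted p = 7.4e-08, adjusted p = 0.0540 with an estimated correlation) were lower in HGPS mice at day 35, such as Myc (-1.44), Nr4a2 (-1.74), Dbp (-1.56) and Hlf (-2.06). A preparation shared by all mice of an ID prefix could not cause this, since each prefix held 2 HGPS and 2 wild-type mice. The median difference was -0.654 and -0.596 within the 2 prefixes. Handling that differed between the genotypes within a prefix was not tested. As to time of day, 7 genes of 1 phase fell by a mean of 1.01. The 4 genes of the opposite phase, which a shift would raise, stood at a mean of -0.32 (standard error 0.147 over genes, not over mice). Of these only Npas2 passes, and it is lower. The values argue against a shift in time of day as the whole cause. With 4 genes, a smaller shift or one beside another cause stays open. Heat stress in dissociation stays open, at a median of -0.066 over 6 heat shock genes. Signalling in the skin or handling could lie behind it.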

How the results depend on the processing

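Limits and settings: alternatives adjusted over the remaining genes, weighted by probe set variance or blocked within each age were chosen after the results were seen. None of the 81 DE and 136 AS calls followed for named genes, nor of the list calls, reversed direction. Of these AS calls 129 changed in some setting (487 of 3058 values weaker, 76 stronger), and of these DE calls 4 (15 of 1413 values weaker). DE genes of the ages in wild-type mice were 566 with the median of probe sets, 496 without dim probe sets and 6104 without a fold threshold. Of 313 genes 195 were higher and 118 lower. The balance was 405 and 161 with the median and, with array medians aligned (356 genes), 271 and 85, and it turned to 217 and 279 without dim probe sets and 2371 and 3733 without a fold threshold. At day 24 DE genes were 9 without dim probe sets, 9 with replicate number as a block and 8 without a fold threshold, and without that threshold 5528 at day 35, 6127 for the ages in HGPS mice and 3833 for the interaction. Without removal by expression, AS genes were 11467 and 8846 for the ages in wild-type and HGPS mice, 3087 for the genotypes at day 35, 2588 for the interaction, 8049 shared by the ages and 142 shared by the genotypes. With a departure of at least 1 they were 1584, 1307, 109 (day 24), 187 (day 35) and 375 (interaction). With at most 5 probe sets per gene they were 2089 in HGPS mice, 21 at day 24, 286 at day 35 and 232 for the interaction. The diffSplice F test gave 149, 421 and 348 for the last 3, and 7 shared, and its Simes test 655 at day 24. Without dim probe sets there were 177 at day 24 and 5 shared. Sex as a covariate gave 2394 in HGPS mice. In genes testable in both comparisons there were 2395 and 1668 for the ages and 172 at day 24. Adjusted over the remaining genes there were 407 at day 35 and 359 for the interaction. Shared AS genes of the genotypes were 25 with weights and 26 with a block within each age.

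Camera calls that stayed with an estimated correlation were 10 of 48, and among AS genes 28 lists were called without removal by expression, against 7. Of these 7, 5 stayed there and 5 without dim probe sets. The skeletal muscle markers of the interaction were lost in both settings, the spliceosome genes at day 35 in the former and those of the ages in wild-type mice in the latter. With mice left out, AS genes at day 24 ranged from 127 (without wild-type replicate 3) to 893 (without HGPS replicate 4), at day 35 from 424 (without wild-type replicate 2) to 950 (without HGPS replicate 3), for the interaction from 437 (without HGPS replicate 1 of day 24) to 911 (without HGPS replicate 4 of day 35), and those shared by the genotypes from 5 (without HGPS replicate 1 of day 24) to 47 (without HGPS replicate 4 of day 24). DE counts ranged from 4 to 6 at day 24, 751 to 944 at day 35, 279 to 332 and 826 to 1042 for the ages, and 826 to 1038 for the interaction. Mice of the same number deviate together between the genotypes at both ages (mean correlation 0.450 at day 24 and 0.205 at day 35), a hint from the data and not from the design. By the labels these mice also share sex at day 24 and ID prefix at day 35, so part of this may come from sex or prefix. With replicate number as a block 7 lists were called at day 24, and with sex as a covariate 7, against 3. Apart from these lists, the 9 DE genes at day 24 and the 26 shared AS genes given above, a block by replicate number moved no count of DE or AS genes tested with it by over 1.5 times. This covers DE genes with their fold threshold, not genes at the adjusted p alone. A block by mouse ID prefix was not run for the ages, which share no prefix.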

Differences from the paper's values

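Tests adjusted over the remaining genes were chosen after the values were seen. Counts and percents are taken to differ when one is over 1.5 times the other, and log2 differences when they lie apart by more than the SD between mice. AS genes between the genotypes at day 24 were 327 here and 202 in the paper, and 2.39% against the paper's 1.5%. Of the alternatives set before the data were examined, the count no longer differs with the diffSplice F test (149), without dim probe sets (177), with a block by mouse ID prefix (300), in genes testable in both comparisons (172) and with some mice left out: HGPS replicate 1 (142) or 3 (151) and wild-type replicate 1 (302), 2 (163) or 4 (167). It still differs with the Simes test (655), the methods' splicing ANOVA (325), no removal by expression (486), an adjusted p for removal (476), at most 5 probe sets (21), a departure of at least 1 (109), sex (430), replicate number as a block (353) and without HGPS replicate 2 (516) or 4 (893) or wild-type replicate 3 (127). The percent no longer differs with the F test (1.09%), without dim probe sets (1.47%), in genes testable in both (2.10%) and without those mice, and differs with the block by prefix (2.26%).

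At day 35, AS genes were 687 here and 377 in the paper, and 7.79% against the paper's 4.1%. The count no longer differs with the F test (421), without dim probe sets (520), with at most 5 probe sets (286) and without wild-type replicate 2 (424), 3 (469) or 4 (458). It differs with the Simes test (792), the methods' ANOVA (672), no removal (3087), an adjusted p for removal (947), a departure of at least 1 (187), sex (586), prefix (644), replicate number (732), genes testable in both (629) and without HGPS replicate 1 (617), 2 (896), 3 (950) or 4 (839) or wild-type replicate 1 (586). The percent no longer differs with the F test (4.77%), at most 5 probe sets (3.02%) and those mice left out (4.38%, 5.08% and 4.72%), and differs without dim probe sets (6.87%). Adjusting over the remaining genes, chosen after the values were seen, gave 407 and drops 0 of the 18 genes of Fig. 4E called here. Genes of Fig. 4E drawn as AS in the paper and not called here are Chd3, Mta3, Ripply3, Krt1 and Cntn1. AS genes shared by the genotype comparisons were 14 here (1.4%) and 7 in the paper. The F test reached 7, leaving out dim probe sets gave 5, and no removal 142.

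DE genes at day 24 were 5 here and 3 in the paper, and the lower ones 4 against the paper's 2. With the median of probe sets and with the methods' ANOVA there were 4 and 3 lower, which no longer differ, and likewise without HGPS replicate 1, 3 or 4 or wild-type replicate 4. Without wild-type replicate 2 the lower ones were 3 and the total 5. Others differ: without dim probe sets 9, array scaling 6, sex 7, replicate number 9, no fold threshold 8, only 2 groups 6 and prefix 5. The first principal component held 40.2% here, and on probe sets scaled to equal variance it held 25.8%, against about 26% in Fig. 4, read by eye, which no longer differs, whereas without dim probe sets (40.9%) and on gene means (52.4%) it differs. Sprr2b rose by 4.09 here and by 7.99 in the paper's file, and without dim probe sets by 7.99, while all other settings gave 4.03 to 4.16. Hs3st1 rose by 2.79 here and by 2.16 in the paper's file. The median of probe sets gave 2.24, which no longer differs, and leaving out dim probe sets gave 3.85.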

Other observations

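From day 24 to day 35 in wild-type mice, of 40 genes of the hair shaft and root sheath, 20 fell, 3 rose and 17 did not pass (24 lower and 4 higher adjusted over the list alone; camera adjusted p = 0.019, adjusted p = 0.791 with an estimated correlation), Krt33a by 3.90 and Krt73 by 3.88 among them. Of 49 cell cycle genes 33 fell, none rose and 16 did not pass (38 lower adjusted over the list alone; camera adjusted p = 4.5e-07, adjusted p = 0.676 with an estimated correlation), with Mki67 down by 1.09, and of 16 melanocyte markers 10 fell and 6 did not pass (10 lower adjusted over the list alone; camera adjusted p = 0.0087, adjusted p = 0.7496 with an estimated correlation), with Tyr down by 0.79. No list call of this comparison held with an estimated correlation. In HGPS mice basal keratinocyte genes fell over the same days (12 lower, 4 not passing; 12 lower adjusted over the list alone; camera adjusted p = 1.1e-07, adjusted p = 0.12002 with an estimated correlation) and stress keratins rose (17 higher, 1 lower, 10 not passing; 17 higher and 1 lower adjusted over the list alone; camera adjusted p = 1.3e-07, adjusted p = 0.12002 with an estimated correlation). Of the DE genes of the ages, 112 are shared by the genotypes, against 18.6 by chance, and 93 moved in the same direction. As the ages share no mouse ID prefix, a difference between these sets of mice could add to this.

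Of the tests in this part, those of the AS genes at day 24 and the bound used for Zhx2 were chosen after the result was seen. The 4 comparisons of 2 groups were repeated on all 35 splits of the same mice into equal groups, and the interaction and the shared counts on 100 drawn splits or pairs of splits. The real grouping counts as 1. For the interaction, genotype was shuffled within each age, which removes every genotype difference and not the interaction alone. Its ranks among the splits therefore speak to any genotype difference and cannot single out an interaction. For DE genes, as large a count came in 1 of 35 splits at day 35 (835, highest other 0), for the ages in wild-type (313, 0) and in HGPS mice (939, 1), in 1 of 100 for the interaction (929, 817), and in 2 of 35 at day 24 (5, 34). The 34 came from the split by sex, and with sex as a covariate the real count was 7. For AS genes it came in 1 of 35 at day 35 (687, 452) and for the ages in wild-type (4482, 2266) and HGPS mice (3932, 1775), in 4 of 35 at day 24 (327, 509) and in 2 of 100 for the interaction (661, 728). Shared AS genes of the ages (1385, 134) came in 1 of 100 and of the genotypes (14, 15) in 2 of 100. Most splits call fewer AS genes than the real groupings, so fewer can be shared, and these counts cannot show an overlap beyond chance. From the real list sizes, independence would give 13.2 shared by the genotypes and 931 by the ages. Called lists came in 19 of 35 for the ages in wild-type mice (9, 14) and 5 of 35 in HGPS mice (11, 16). They came in 32 of 35 at day 24 (3, 14), 7 of 35 at day 35 (13, 17) and 26 of 100 for the interaction (12, 18). By count alone, chance could give as many called lists, and likewise as many DE or AS genes at day 24. However, the 8 genes past the adjusted p at day 24 all parted the genotypes in the same direction at day 35, in other mice. All 8 passed the adjusted p there, against 35.0% of all genes, which argues against chance for these 8. Among the 8 splits that part all 4 same-numbered pairs, the highest other count at day 24 was 0 DE and 133 AS genes, and at day 35 0 and 124. Lists there were as many in 8 of them at day 24 (highest other 13) and 3 at day 35 (highest other 17).

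H19 and Gpc3 were lower in HGPS mice at both ages, and Zhx2 represses both in liver. Higher Zhx2 could lower them, but at day 24 its difference was -0.0193 (standard error 0.0828), so that it does not account for the fall at that age. At day 35 Zhx2 was higher in HGPS mice by 0.39 (adjusted p = 0.0018), and a part in the fall at day 35 stays open. The bound first written asked for no difference at either age, which day 35 does not meet, and the bound from the standard error at day 24 was chosen after the values were seen.

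In Lmna, 1 probe set was 4.99 in wild-type and 8.04 in HGPS mice at day 35. At day 24 it differed by 0.78. It was singled out after its values were seen.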
